# Sublethal salinity stress contributes to habitat limitation in an endangered estuarine fish

**DOI:** 10.1111/eva.12385

**Published:** 2016-06-08

**Authors:** Lisa M. Komoroske, Ken M. Jeffries, Richard E. Connon, Jason Dexter, Matthias Hasenbein, Christine Verhille, Nann A. Fangue

**Keywords:** anadromous fish, climate change, delta smelt, environmental stress, *Hypomesus transpacificus*, osmoregulation, transcriptome

## Abstract

As global change alters multiple environmental conditions, predicting species’ responses can be challenging without understanding how each environmental factor influences organismal performance. Approaches quantifying mechanistic relationships can greatly complement correlative field data, strengthening our abilities to forecast global change impacts. Substantial salinity increases are projected in the San Francisco Estuary, California, due to anthropogenic water diversion and climatic changes, where the critically endangered delta smelt (*Hypomesus transpacificus*) largely occurs in a low‐salinity zone (LSZ), despite their ability to tolerate a much broader salinity range. In this study, we combined molecular and organismal measures to quantify the physiological mechanisms and sublethal responses involved in coping with salinity changes. Delta smelt utilize a suite of conserved molecular mechanisms to rapidly adjust their osmoregulatory physiology in response to salinity changes in estuarine environments. However, these responses can be energetically expensive, and delta smelt body condition was reduced at high salinities. Thus, acclimating to salinities outside the LSZ could impose energetic costs that constrain delta smelt's ability to exploit these habitats. By integrating data across biological levels, we provide key insight into the mechanistic relationships contributing to phenotypic plasticity and distribution limitations and advance the understanding of the molecular osmoregulatory responses in nonmodel estuarine fishes.

## Introduction

Current and forecasted shifts in environmental conditions due to human activities are changing the sources, strengths and directions of selective pressures for organisms globally (Rice and Emery 2003). Species responses can vary greatly, including *in situ* adaptation and acclimatization (Palumbi et al. 2014), extirpation or extinction (Parmesan and Yohe 2003), and range and phenology shifts (Menzel et al. 2006; Pinsky et al. 2013). This myriad of responses is due in part to the fact that the conditions under which a species persists (*sensu* Hutchinson 1957) and exhibits optimal performance (Pörtner and Farrell 2008; Kassahn et al. 2009) may be strongly dominated by a single parameter, or a combination of environmental and ecological factors (e.g., physiological tolerances, predation pressure, resource availability; Brown 1984; Guisan and Thuiller 2005; Helmuth et al. 2005). Thus, as anthropogenically driven global change concurrently alters multiple environmental and ecological conditions, predicting species’ responses can be challenging without mechanistic understanding of how individual factors and their interactions affect species of interest. Integrative approaches that evaluate mechanistic responses can greatly complement correlative field data to quantify these relationships, strengthening our abilities to forecast species and ecological effects of global change.

In aquatic ecosystems, the effects of salinity in the context of global change have received less attention relative to other environmental factors such as temperature or carbonate chemistry. This has been in part due to inconsistency in the magnitude, direction, and variability of projected salinity changes due to both regional and global factors (IPCC 2013). While melting polar ice caps are decreasing mean salinities in the pelagic ocean (van Wijk and Rintoul 2014), sea‐level rise and drought conditions can raise salinities in coastal areas via flooding and seawater invasion of aquifers coupled with reduced freshwater inputs. Additionally, the increasing frequency and severity of extreme events (e.g., tsunamis or hurricanes) and storminess (Bromirski et al. 2003; Min et al. 2011) have the potential to drive large‐scale, rapid salinity fluctuations in estuarine habitats (Najjar et al. 2009, 2010; Cloern et al. 2011). To add further complexity, many of these drivers co‐occur with other anthropogenic activities that affect salinity. For example, in the San Francisco Estuary ecosystem (SFE; California, USA), in addition to strong natural tidal influences, salinity gradients are affected by both direct (e.g., freshwater diversion and flow regulation; Lund et al. 2010) and indirect anthropogenic activities (e.g., climate change induced heightened saltwater intrusion from sea‐level rise and reduced snowpack leading to diminished freshwater flows; Cloern et al. 2011; Cloern and Jassby 2012). Despite these complexities, salinity is a key abiotic factor limiting aquatic organisms (Nicol 1967), and therefore, it is critical to examine species’ responses to salinity changes to understand biological impacts under different global change scenarios.

Salinity poses challenges for aquatic organisms in large part because intra‐ and intercellular solute and water balance can strongly impact biochemical processes and physiological functions (Hochachka and Somero 2002). Unlike many invertebrates and some primitive fishes that conform to external salinities, teleost fishes osmoregulate to maintain an internal osmolality of approximately 300 mosmol kg^−1^ (Kültz 2015). This equates to isosomotic at roughly 9 ppt and strongly contrasts with external conditions in freshwater (<0.5 ppt) and marine (~33–40 ppt) environments (IAL and IUBS 1958). Sustaining this relatively constant internal state of ionic and osmotic equilibrium facilitates proper cell function, normal biological processes, and overall homeostasis, but requires adaptations to counteract passive salt loss and water gain in freshwater habitats or the converse in marine environments (Evans 2008a,b; Bradley 2009). For example, gills play a major role in transporting monovalent ions into or out of the body via mitochondrial rich cells (MRCs) and associated transport enzymes (e.g., Na^+^/K^+^‐ATPases), cotransporters (e.g., Na^+^/K^+^/Cl^−^ cotransporters, aquaporins), and other cellular structures (McCormick et al. 2003; Evans et al. 2005; Marshall and Grosell 2005; Hwang and Lee 2007).

Given the starkly opposing requirements for hyper‐ versus hyposmoregulation, it is perhaps unsurprising that the majority of fishes possess physiological adaptations to effectively osmoregulate in either static freshwater or saltwater conditions, but have limited capacity to tolerate salinity changes (termed stenohaline). However, some species, such as estuarine fishes that have evolved in dynamic ecosystems where salinity and other abiotic parameters greatly fluctuate, exhibit abilities to cope with large environmental salinity changes (termed euryhalinity; Marshall 2013; McCormick et al. 2013; Schultz and McCormick 2013). These organisms may utilize osmosensors to signal and induce large‐scale molecular cascades and cellular remodeling to adjust or even completely switch physiological strategies from hyper‐ to hyposmoregulation to restore homeostasis under widely fluctuating environmental salinities (Sardella et al. 2004; Fiol and Kültz 2007; Evans and Somero 2008; Evans 2010; Whitehead et al. 2011; Kültz 2013). Although such capabilities might, on the surface, suggest that salinity regime shifts due to global change will not negatively impact euryhaline fishes already adapted to dynamic salinity conditions, activation of the requisite osmotic compensatory responses can exert high sublethal costs (Kidder et al. 2006; Whitehead et al. 2012). Cellular remodeling associated with salinity transitions in euryhaline teleosts can include large‐scale protein synthesis, changes in activities of key enzymes such as Na^+^/K^+^‐ATPases, and growth or elimination of specialized cells (e.g., pavement cells, ionocytes, and seawater‐ or freshwater‐type MRCs; Evans et al. 2005; Marshall 2013). These alterations are energetically expensive and in turn can affect metabolic rates and energy balance, which play key roles in organisms’ survival, function, stress adaptation, and tolerance (Calow and Forbes 1998; Sokolova et al. 2012). Such osmoregulatory processes have been estimated to consume 20–68% of total energy costs in some teleosts (Morgan and Iwama 1991; Boeuf and Payan 2001), leading to substantial selective pressure to physiologically and behaviorally optimize osmoregulatory energetic expenditure (Calow 1989). Thus, optimal performance can occur at relatively narrow ranges within a larger physiological tolerance window, and fish may behaviorally avoid salinities outside this optimum range (Edeline et al. 2005; Dowd et al. 2010). Such mechanisms could contribute to observed patterns *in situ* in which a species’ occurrence is strongly bound within a small fraction of their tolerance range [defined here as physiologically euryhaline, but ecologically stenohaline, *sensu* Hutchinson's fundamental versus realized niche (1957); Fig. 1]. However, the physiological mechanisms and sublethal costs of such osmoregulatory responses from a molecular perspective are largely unresolved for fish that exhibit these patterns. Other estuarine, euryhaline fishes have been shown to use cytokine‐ and kinase‐signaling pathways to trigger complex transcriptional adjustments in response to changing salinities, including aquaporins to regulate cell volume, polyamine synthesis to stabilize protein interactions, ATPases to transport ions, claudins that may regulate paracellular permeability and ion selectivity, and a diversity of genes involved in energy metabolism and oxidative phosphorylation (Scott et al. 2005, 2008; Evans and Somero 2008; Whitehead et al. 2011; Marshall 2013). However, divergent salinity responses can exist even among populations (Scott and Schulte 2005; Whitehead et al. 2012), and most well‐studied species generally utilize habitats *in situ* across broad salinity ranges (i.e., are both physiologically and ecologically euryhaline; Marshall 2013). Additionally, there is strong evidence that euryhalinity as a phenotypic trait has evolved independently multiple times in different teleost lineages, and many proteins involved in euryhalinity actually exist in stenohaline fish but serve other biological functions (Schultz and McCormick 2013; Kültz 2015). Thus, it is unknown if the same molecular responses are conserved, muted, or absent in fish that can tolerate high salinities but do not exploit such habitats.

**Figure 1:**
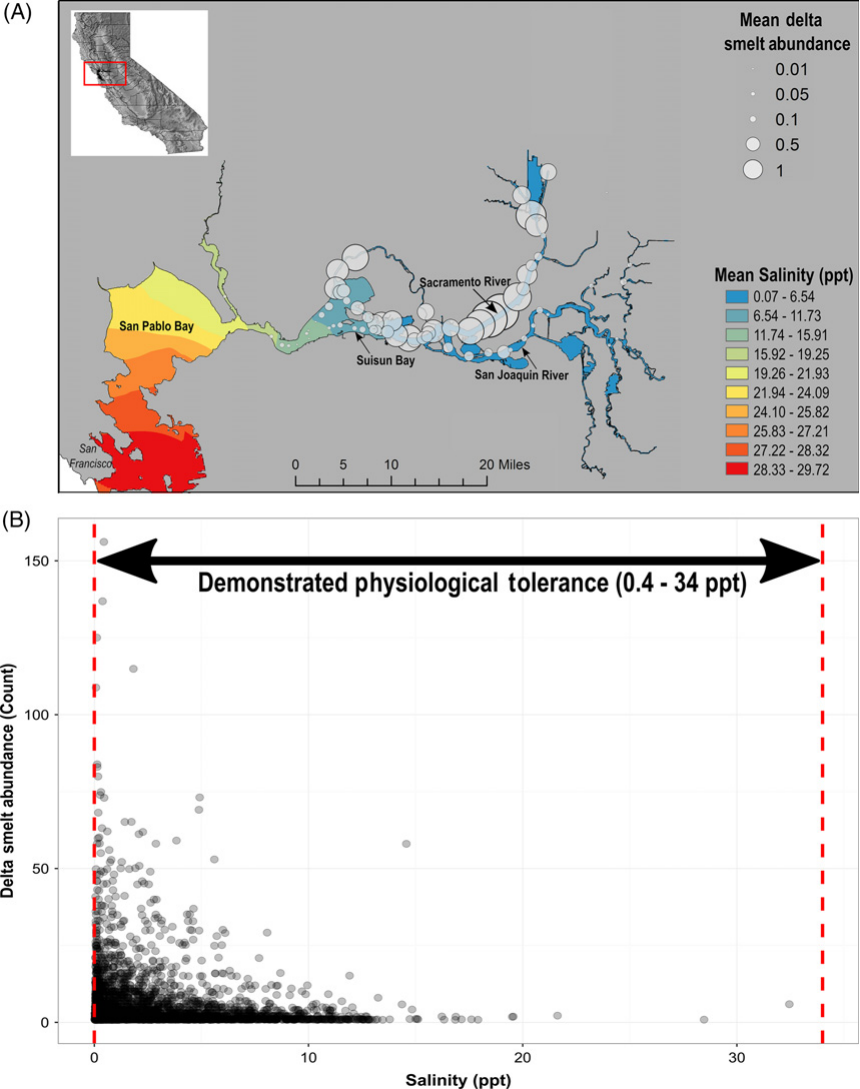
(A) Map of salinity seascape and adult delta smelt abundance in San Francisco Estuary; salinity interpolation based on mean salinity at each sampling station, and station symbols weighted to mean delta smelt abundance utilizing Fall Midwater Trawl Survey (FMWT) data 2000–2015. (B) Distribution of adult delta smelt in relation to environmental salinity during FMWT surveys 1967–2015, overlaid with their demonstrated physiological tolerance range from Komoroske et al. (2014).

Understanding the biological consequences of current and projected salinity increases in highly managed systems like the SFE is particularly important because alternate management actions can strongly influence abiotic conditions and affect biodiversity and community structure. Human‐driven landscape‐scale modifications in the SFE have already reduced habitat diversity and led to major declines of once numerous native species (Sommer et al. 2007; Moyle et al. 2010), exemplified by precipitous declines of multiple pelagic fish populations since the early 2000s (referred to as the pelagic organism decline, POD; Feyrer et al. 2007; Sommer et al. 2007). One of the POD species is the delta smelt, *Hypomesus transpacificus*, an endangered pelagic species endemic to the SFE (Bennett 2005; CDFW 2014). The semi‐anadromous life history of delta smelt is composed of a largely annual life cycle in which larval fish develop in freshwater habitats until migrating downstream as juveniles toward the low‐salinity zone (LSZ; 1–6 ppt) where they typically rear until migrating back into freshwater as adults to spawn (Bennett 2005; Moyle et al. 2010). Thus, the earliest (eggs, larval phases) and latest (spawning adults) life stages experience freshwater conditions, while juvenile and prespawning adults largely experience low‐salinity conditions (i.e., hyposmotic). These latter stages behaviorly adjust their location according to the geographical position of the LSZ as it shifts in space and time due to fluctuations in freshwater flows (naturally and due to anthropogenic water diversion) and tidal forcing. Correlations of delta smelt abundance *in situ* with the LSZ (Bennett 2005; Feyrer et al. 2007) are so consistent that salinity conditions and isohaline position have been integrated into suitable habitat indicator indices (Jassby et al. 1995; Feyrer et al. 2011; Fig. 1). Yet the underlying mechanisms constraining delta smelt to the LSZ are not fully understood. They have been occasionally observed in waters up to 18 ppt (Bennett 2005) and can physiologically tolerate higher salinities in the laboratory (Swanson et al. 2000; Komoroske et al. 2014), but 92% of fish occurrence *in situ* is at or below 6 ppt (Fig. 1B; CDFW 2014). This is in contrast to other euryhaline species such as killifish that effectively tolerate and exploit fresh, brackish, and seawater habitats (Whitehead et al. 2012). Delta smelt may be limited to low‐salinity waters via sublethal costs of osmotic compensatory responses and subsequent reduced performance at higher salinities (Hasenbein et al. 2013), biotic interactions (e.g., food resources or predation pressure), or a combination of these factors. However, covariation of salinity gradients with other abiotic and ecological conditions *in situ* has made it particularly challenging to tease apart the effects of these factors, which may not change in concert under future climate change scenarios.

Cloern et al. (2011) forecasted mean salinity increases of 2.2–4.5 ppt in the SFE (estimated with PCM‐B1 and GFDL‐A2 carbon emissions scenarios; IPCC 2007), which may now be conservative estimates (IPCC 2014). These changes are principally due to a combination of sea‐level rise, reduced snowpack and runoff, and continued diversion of freshwater for human uses. Importantly, these factors can greatly fluctuate with extreme events (e.g., such as the ongoing severe drought that has stricken California since 2012) that are also forecasted to increase in magnitude and frequency in the SFE (Cloern et al. 2011). If delta smelt exhibit reduced performance outside the LSZ, these salinity changes may result in reduced habitat for this species under global climate change. Thus, we combined molecular approaches with organismal metrics to: (i) quantify the physiological mechanisms underlying delta smelt's ability to cope with hypo‐ and hyperosmotic stress and (ii) distinguish whether sublethal costs of these physiological changes may contribute to reduced performance in delta smelt outside the LSZ.

We define salinity stress as changes in the saltiness of habitat water that need to be physiologically compensated for to avoid interference with homeostasis and other biological processes (Kültz 2015). We linked transcriptional responses with plasma osmolality, body condition, enzyme activity, and survival to characterize the biological processes involved in achieving homeostasis across a wide range of salinities and considered potential sublethal costs of salinity stress that may limit delta smelt's ability to exploit a broader salinity range *in situ*. We also quantified responses over an exposure time course to capture the rapid as well as downstream signaling and transcriptional regulation that facilitate restoration of osmotic balance and compared these profiles across multiple salinity levels to evaluate thresholds that trigger coordinated molecular responses. Based on the findings of Komoroske et al. (2014), we hypothesized that delta smelt would be able to tolerate and effectively osmoregulate at salinities substantially outside the LSZ conditions, but that achieving this would require large‐scale, coordinated transcriptional and enzymatic responses that could impose sublethal energetic costs on performance. Linking responses across biological levels provides a mechanistic understanding of salinity impacts on this species and provides critical insight into how forecasted salinity changes, particularly under different management scenarios, may affect the physiological performance of estuarine fishes.

## Materials and methods

### Fish culture and holding conditions

Fish were spawned February 2012–2013 and reared at optimal culture temperatures (15.4–16.7°C) determined for delta smelt and 0.2 ppt at the UC Davis Fish Conservation and Culture Laboratory (FCCL; Byron, CA, USA; Lindberg et al. 2013). The delta smelt refuge population breeding program at FCCL incorporates a unique genetic management strategy that includes a variety of methods to minimize inbreeding, maintain genetic representation from the wild population, and maximize genetic diversity (Fisch et al. 2013). We conducted experiments on prespawning adult delta smelt because high‐salinity exposure is most environmentally relevant for this ontogenetic stage (Bennett 2005). Prior to experiments, prespawning adult delta smelt (200–250 days post hatch) were transferred to the UC Davis Center for Aquatic Biology and Aquaculture and held for at least two weeks under a natural photoperiod in 340‐L tanks at 15.5–16.5°C, 2.3 ppt (using artificial sea salt: Instant Ocean, Spectrum Brands, Inc., Blacksburg, VA, USA) based on mean salinity of delta smelt presence in the field (mean salinity = 2.32 ppt, FMWT data 2000–2015; Fig. 1), and fed an *ad libitum* 2:1 mixture of Inve‐NRD commercial feed (Inve Aquaculture, Salt Lake City, UT, USA) and Hikari plankton (Pentair Aquatic Ecosystems, Apopka, FL, USA). Water quality was monitored daily with a YSI 556 water‐quality instrument (YSI Incorporated, Yellow Springs, OH, USA) for pH (8.6 ± 0.38) and dissolved oxygen (90–100% saturation). We used biological filtration, via a custom wet–dry filter that trickled water over Bio‐Balls in an oxygen‐rich chamber, and augmented water quality by exchanging 50% water per week. Ammonia and nitrite were monitored daily using a colorimetric test kit (API, Calfont, PA, USA). All handling, care and experimental procedures used were reviewed and approved by the UC Davis Institutional Animal Care and Use Committee (IACUC Protocol # 16591).

### Salinity exposure experiments

We conducted two acute salinity exposure experiments differing in exposure duration to collect samples for transcriptomics, enzyme activity, osmolality, body condition, and survival. These two sets of experiments served to capture transcriptomic responses that can occur rapidly within minutes to hours (Evans and Somero 2008; Whitehead et al. 2012), as well as the consequent enzymatic changes and aggregate whole organismal alterations that can emerge over timescales of days to weeks (Marshall 2013). We chose to examine gills for transcriptomic and enzyme activity responses because this tissue is a primary interface between the fish's internal and external environment, playing a major role in maintaining homeostasis by transporting ions, oxygen, and water across filament membranes (Evans et al. 2005). We quantified gill Na^+^/K^+^ ATPase activity (NKA) because this enzyme is a key effector for regaining osmotic balance in other fishes (McCormick et al. 2003), and plasma osmolality as a measure of changes in internal solute balance and osmoregulation (Sardella et al. 2004).

#### Experiment 1—Acute exposure and short‐term duration

In the first experiment, we examined effects of acute, short‐term salinity exposures on transcriptomic responses and survival under environmentally relevant salinity treatments (0.4, 2.3, 6.0, 12.0, and 18.0 ppt; Bennett 2005). We transferred 10 randomly selected fish from acclimation tanks into each of the 18.9‐L experimental black round containers (i.e., 5 salinity treatments and 4 time points, with additional replicates for handling controls: 24 containers × 10 fish = 240 fish total; the 2.3‐ppt treatment served as handling control at each time point), fitted with an airstone, drip lines connected to stock water and mesh‐covered drains to maintain 90–100% dissolved oxygen saturation and create flow‐through conditions. We chose this experimental design because delta smelt are schooling, pelagic fish that experience high stress and mortality if cultured, acclimated, or exposed individually or in small groups (Hasenbein et al. 2016), recognizing the trade‐off of possible small tank effects in this component of the study. Containers were placed into a water bath to maintain temperature at 15.4°C (±0.42 SD). After an overnight acclimation mimicking holding conditions (flow‐through water at 2.3 ppt), we checked water quality, fish activity, and subsampled randomly selected fish for ‘pre‐experiment’ baseline transcriptome‐wide assessments. We then increased salinities at constant rates for each treatment over 6 h (approximating a tidal influx time period) to reach target salinities (0.4, 2.3, 6.0, 12.0 and 18.0 ppt). Water was delivered via peristaltic pumps from head tanks with stock salinity solutions using artificial sea salt (Instant Ocean). We recorded water quality hourly during the ramping phase, followed by monitoring at each designated sampling time point (pre‐exposure, 0, 18, and 42 h). At each sampling time point, fish were sacrificed with an overdose of MS‐222 (Tricaine methanesulfonate, Finquel, Argent Chemical Laboratories, Redmond, WA, USA), at a dosage of 50 mg L^−1^ buffered to a neutral pH with sodium bicarbonate (NaHCO_3_), weighed (wet mass ± 0.1 g), and measured (fork length ± 0.5 mm) to assess covariation of fish size and treatments, and gill tissue was immediately dissected and flash frozen by submersion in liquid nitrogen. We chose to focus on gill tissue because in teleost fishes it plays important roles in oxygen uptake, osmotic and ionic regulation, nitrogenous waste excretion, and other critical organismal functions (reviewed in Evans et al. 2005). Samples were stored at −80°C prior to RNA extraction.

#### Experiment 2—Acute exposure and longer‐term duration

In the second experiment, we examined impacts of acute salinity exposures held over longer‐term durations (two weeks) on enzyme activity, osmolality, and survival (see detailed methods in Komoroske et al. 2014). In brief, after an initial acclimation period, fish remained in 340‐L recirculating holding tanks for each salinity treatment (3 replicate tanks × 3 salinities = 9 total). We utilized fish from the same generation as in the acute, short‐term salinity exposures (Experiment 1). Fish from each holding tank were sampled from all replicate and treatment tanks to serve as pre‐experiment baselines, and then salinities were increased following the previously detailed protocol with modified target treatments. Three target salinities were chosen (2.3‐control, 18.5, and 34.0 ppt), based on chronic salinity maximum experiment results (Komoroske et al. 2014), and exposures were conducted after observing low mortality across all treatments in acute Experiment 1. Twenty fish were sampled for each treatment at each designated time point (4–6 fish from each replicate tank): pre‐experiment baseline, 0 h, 6 h, 18 h, 4 day (90 h), 7 day (162 h) and 14 day (330 h) following protocols detailed in the first experiment, except blood was also obtained from the caudal vessel via caudal severance. Blood was collected in microhematocrit tubes and immediately centrifuged at 10 000 ***g*** for five minutes to separate the plasma. This was followed by estimating hematocrit and collection of plasma into 0.5‐mL tubes that were flash frozen and subsequently stored at −80°C until processed. We monitored tanks hourly for mortalities and water‐quality parameters during the gradual salinity increase phase, and at each designated time point and then daily for the three‐week duration of the experiment.

### RNA extraction, amplification, and labeling

Total RNA was extracted from gill tissue using Qiagen RNeasy Kits (Qiagen, Inc., Valencia, CA, USA) according to manufacturer's instructions. RNA concentrations (ng μL^−1^) and purity (A260/A280 and A260/A230 ratios) were determined using a NanoDrop ND1000 Spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA), and integrity was verified through electrophoresis. Two hundred nanograms of total RNA was then amplified and labeled with Cy3 fluorescent dye using the One‐Color Low Input Quick Amp Labeling kit (Agilent Technologies Inc., Santa Clara, CA, USA) according to the manufacturer's protocol. Briefly, complementary DNA (cDNA) was made from control RNA‐spiked samples followed by complementary RNA (cRNA) synthesis, amplification and Cy3 labeling, and purification. We quantified cRNA concentration and dye incorporation using a NanoDrop ND1000 Spectrophotometer. All samples yielded at least 1.65 μg cRNA and specific activity 6 pmol Cy3 μg cRNA^−1^. To minimize technical artifacts, all reactions were performed simultaneously and individuals from each treatment were randomized in 96‐well plates and subsequently on microarray slides. Dye‐labeled samples were stored in amber tubes at −80°C until microarray hybridization.

### Microarray analysis

We used a delta smelt oligonucleotide microarray (Agilent Technologies Inc.) designed to assess responses to a number of stressors (Jeffries et al. 2015; Komoroske et al. 2015). We performed a total of 72 single‐color microarray hybridizations on 4–6 replicates (gill tissue from individual fish) for the pre‐experiment baseline and salinity challenge × exposure time treatment groups using the custom delta smelt GE microarrays and Agilent Gene Expression Hybridization Kits (Agilent Technologies Inc.). We hybridized amplified cRNA of gill tissue according to Agilent's One‐Color Microarray‐Based Gene Expression Analysis (Low Input Quick Amp Labeling) Protocol. Briefly, prior to hybridization, 1.65 μg of dye‐labeled cRNA sample was combined with 2.2 μL of 25× fragmentation buffer in amber tubes, 11 μL of 10× Gene Expression Blocking Agent and nuclease‐free water to bring the final volume to 55 μL. The fragmentation mix was incubated at 60°C for 30 min, cooled on ice for 1 min, and was stopped by adding 55 μL of 2× Hi‐RPM hybridization buffer. Samples were centrifuged for 1 min, placed on ice, and 100 μL of the mix was loaded onto gasket slides, and the microarray slides were placed on top of the gasket slide. Each slide and gasket slide combination was secured in a single Agilent SureHyb chambers and incubated for 17 h at 65°C, followed by a wash with Gene Expression Wash Buffer 1 at room temperature and Gene Expression Wash Buffer 2 at 37°C according to manufacturer's instructions. All reactions, hybridizations, and washes were completed in the dark. After washing, slides were scanned within 5 h using an Axon GenePix 4000B Scanner and the analysis software GenePix Pro (Molecular Devices, LLC, Sunnyvale, CA, USA). The images were quantified using Feature Extraction v11.5.1.1 (Agilent Technologies Inc.).

We performed normalization, statistical analyses, and graphical representations of microarray data in Genespring (v12.6; Agilent Technologies Inc.) and R (v2.15.2; R‐CoreTeam 2012) and associated packages such as gplot (Warnes et al. 2014). Microarray probes with fluorescent values <100 (approximately 2.5 times the background intensity of an individual array for our dataset), as well as probes that were detected on <50% of the total arrays (suggesting an unreliable probe), were filtered out prior to normalization. Data for the entire array set were quantile normalized and log‐transformed prior to statistical analysis. We assessed expression differences of features between the salinity challenge x exposure time treatment groups using general linear models (GLMs) at *q* ≤ 0.05 (the false discovery rate analog of the corrected *P*‐value). On the microarray, there are two different overlapping probes for each gene sequence that were treated individually in the analyses, validating that duplicate probes representing each gene displayed significant differences among treatments and allowing us to identify the strongest patterns of biological significance in the data. We reported the number of significant probes for each predictor variable or interaction and averaged the values by gene per sample for graphical representation.

For Experiment 1 (acute exposure, short‐term duration), there was no covariation of fish size or weight with salinity treatments or sampling time points, so these metrics were not included in statistical analyses of transcriptomic data. We evaluated multivariate trajectories of gene expression signatures and broad‐scale patterns indicative of physiological responses to salinity over time via nonmetric multidimensional scaling (nMDS; unconstrained ordination) in the R package *vegan* (Oksanen et al. 2013) on probes of primary interest, that is, differential expression for salinity and salinity x exposure time (probes significant at *q* ≤ 0.01 included, averaged by isotig; Bray–Curtis distances, two dimensions, 50 maximum random starts). We also evaluated affected biological processes, which were identified as processes represented by significant genes using the Gene Ontology (GO) categories associated with significant genes using PANTHER (Protein ANnotation THrough Evolutionary Relationship; Mi et al. 2013). Functional analyses on these significant genes were performed using Blast2Go (Conesa et al. 2005). We included gene IDs for probes with *q* ≤ 0.1 for the main effect of challenge salinity and the interaction of challenge salinity × time in analyses and set this gene list against a background list of all annotated genes present on the microarray to evaluate over‐representation of GO categories (analyses automatically removed replicate gene IDs from duplicate probes). Functional groups were considered significantly enriched using Fisher's exact tests at FDR ≤ 0.05. Secondly, we individually confirmed and identified the molecular functions and biological processes of the genes of primary interest via http://uniprot.org and supporting literature. The latter served to gain a more in‐depth understanding of the underlying components of the broad biological process categories identified by functional analyses.

Finally, we evaluated transcriptional changes in relation to key genes and physiological responses to salinity stress previously identified in the literature (Evans and Somero 2008; Whitehead et al. 2012) to distinguish similarities and differences between delta smelt and other euryhaline fishes. To do this, we used UniProt's *Function* description as well as *GO molecular function* and *GO biological process* information to assign each gene of primary interest (i.e., using a conservative approach including genes with *q* ≤ 0.01 for salinity or salinity x exposure time, duplicate probes for each gene averaged) to one or more principal categories of (i) osmosensing and signaling, (ii) ion and cell volume regulation, (iii) cellular transport and phosphorylation, (iv) cell proliferation and normal cellular cycle processes, and (v) metabolism and respiration. During assignment, we also considered creation of novel categories to identify unique physiological mechanisms employed by delta smelt. However, we did not find robust evidence (i.e., congruent significant patterns across multiple genes) to provide strong enough support for the inclusion of novel classifications in our results. We conducted *a posteriori* analyses on assigned genes using Tukey's honestly significant difference tests (corrected *P* ≤ 0.05) based on significance of main effects or their interaction in main GLMs for each gene. We focus reporting of these results on significant differences between handling controls and overall salinity treatments (i.e., main effect of salinity ≤0.05, and salinity × time point interaction ≥0.05), or salinity treatments at specific time points, when appropriate (i.e., salinity × time point interaction ≤0.05).

### Organismal, osmolality, body condition and enzyme activity measures

During both experiments, we monitored survival hourly during the salinity increase phase and at each designated sampling time point, as well as daily in Experiment 2 (acute exposure, longer‐term duration). In Experiment 2, length and weight measurements were also used to calculate a body condition index (BCI; defined as weight/length^3^) as an indicator of overall physiological state (Bolger and Connolly 1989) and compared among salinity treatments over time. We quantified organismal‐level effects of salinity and exposure time via (i) BCI using a linear mixed model (LMM; replicate tank as a random effect) in R packages lme4 and lmerTest (Bates et al. 2015; Kuznetsova et al. 2015), as well as metrics described in Komoroske et al. (2014), (ii) survival using a generalized linear mixed model (GLMM), and (iii) salinity tolerance via a GLM.

Due to the small size of delta smelt, only 2–10 μL of plasma was obtained per individual. To avoid confounding issues of pooling samples, a small sample holder (AC‐063) was used in conjunction with a vapor pressure osmometer (Vapro 5600; Wescor Inc., Logan, UT, USA) to analyze and quantify plasma osmolality. When possible, 2.5‐μL plasma samples were processed in duplicate to assess consistency, and replicates were averaged prior to analysis. Total plasma osmolality is expressed as mmol kg^−1^ (referring to kg of sample). The activity of gill Na^+^/K^+^‐ATPase activity (NKA) was measured utilizing McCormick's (1993) microplate method, adapted for small fish (i.e., whole gill used due to small tissue sizes). Whole gill was homogenized in 500 μL of homogenizing buffer (250 mm sucrose, 10 mm Na_2_ EDTA, 50 mm imidiazole, 0.5% Na deoxycholic acid) and centrifuged for one minute at 5000 ***g*** at 4°C (Eppendorf, Hamburg, Germany). To determine NKA, 10 μL of homogenate was loaded onto a 96‐well microplate and 200 μL of assay solution (in the presence or absence of ouabain) was added to each well. A kinetic reading (340 nm for 10 min at 25°C) was performed (Synergy HT microplate reader; Biotek, Winooski, VT, USA), and NKA activities were determined as the ouabain‐inhibited fraction of total ATP hydrolysis and the conversion of NADH to NAD^+^. Activities were standardized by measurement of total protein (bicinchoninic acid; BCA Protein Assay Kit; Pierce, Rockford, IL, USA) according methods described by Smith et al. (1985), and NKA activities were expressed as μmol of ADP x mg protein^−1^ × h^−1^. We applied LLMs to assess effects of salinity and exposure time on plasma osmolality and NKA activity, including replicate tank as a random effect.

## Results

### Salinity effects on organismal, osmolality, body condition, and enzyme activity measures

In Experiment 1 (acute exposure, short‐term duration: gradual salinity increases to targets of 0.4, 2.3, 6, 12, and 18 ppt), mortality was only observed at 0.4 ppt (0, 10, and 10% at 0, 18, and 42 h, respectively) and 18 ppt (0, 0, and 10% at 0, 18, and 42 h, respectively). In Experiment 2 (acute exposure, longer‐term duration), significant mortality was observed only in the highest salinity treatment (34.0 ppt), with mortality occurring principally between 18 and 90 h (survival = 81.5% at 90 h; Komoroske et al. 2014). Plasma osmolality was significantly affected by salinity, exposure time, and their interaction (Table 1; Fig. 2A). Osmolality was most strongly affected in the 34.0‐ppt treatment, rapidly increasing followed by decreasing after 90 h back toward control levels. After 330 h, fish exposed to 34.0 ppt still had higher osmolality relative to the 18.5 and 2.3 ppt groups; however, it was greatly below peak levels at 6 and 18 h. Fish exposed to 18.5 ppt had increased plasma osmolality at initial time points, but returned to control levels within 90 h. Delta smelt body condition index (BCI) was also affected, specifically with fish exposed to 34.0 ppt exhibiting lower body condition after two weeks of exposure (Table 1; Fig. 2B). In contrast, Na^+^/K^+^‐ATPase activity (NKA) was highly variable across salinity and exposure times and did not show any significant differences between treatments (Figure S1).

**Table 1:** Effects of salinity and exposure time in Experiment 2 (acute exposure, longer‐term duration) on delta smelt (A) blood plasma osmolality (mmol kg^−1^) and (B) body condition index = weight (g)/fork length (mm)^3^

	df	SS	MS	*F*	*P*‐value
(A) Osmolality					
Salinity	2/207	89 184	44 592	92.615	<0.0001
Exposure time (h)	6/207	64 642	10 774	22.376	<0.0001
Salinity × Exposure	12/207	44 296	3691	7.667	<0.0001
(B) Body condition index					
Salinity	2/6.31	0.141	0.070	11.79	0.007
Exposure time (h)	6/400	0.131	0.022	3.665	0.001
Salinity × Exposure	12/399	0.177	0.015	2.467	0.004

**Figure 2:**
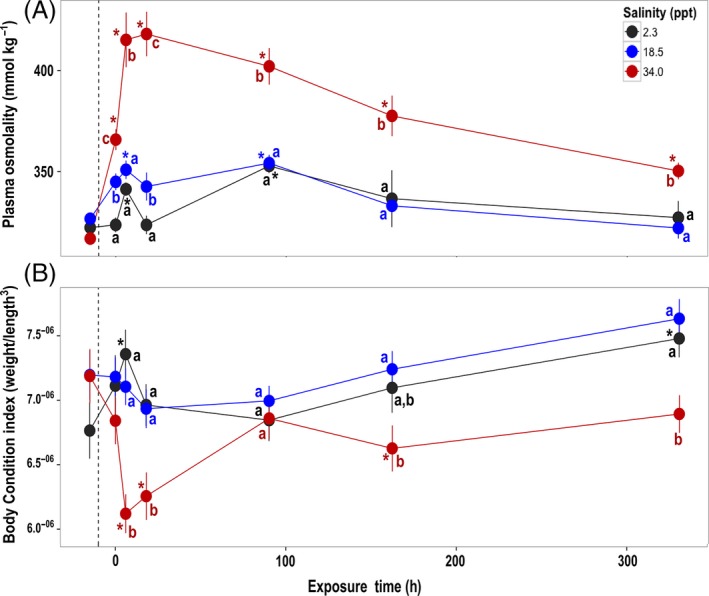
Effects of exposure time and salinity in Experiment 2 (acute exposure, longer‐term duration) on delta smelt (A) blood plasma osmolality (mmol kg^−1^) and (B) condition index = weight (g)/fork length (mm)^3^; mean ± SEM for each salinity per exposure time point. Fish were taken for pre‐experiment samples randomly from each tank under control conditions (2.3 ppt) prior to 6 h gradual increases to target salinities (0‐h time point denotes when tanks reached target salinity); tanks remained at target salinities (2.3 control, 18.5, or 34.0 ppt) for the duration of the experiment. Asterisks indicate where responses within a treatment are significantly different from the pre‐experiment value, while lettering designates differences between treatments within each time point.

### Transcription signatures and functional analyses

In Experiment 1, of a total of 17 596 probes on the delta smelt microarray, 622 and 8615 were differentially expressed for salinity and time main effects, respectively, as well as 87 for their interaction at *q* ≤ 0.05 (Figure S2 and Table S1). 

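Gill transcription in Experiment 1 was measured on 70 single-color oligonucleotide arrays, each hybridized with the labeled RNA of 1 fish. The pre-experiment baseline comprised 5 fish, and the handling control at 2.3 ppt comprised 6 fish at each exposure time. Each of the other salinities was represented by 4 fish per exposure time, except for 12 ppt at 18 h with 3 fish. The authors deposited the Feature Extraction output of every array, in which the processed signal is a fluorescence intensity after background subtraction and is not normalized between arrays. They also deposited a table of log2 values that they had quantile normalized and centered on each probe, which served only as an alternative here. The arrays hold 36818 probes besides controls. The median processed signal of an array ranged from 12.9 to 131, a 10.1-fold range, with a median of 54.4 over all arrays. Between 62% and 90.8% of the probes of an array lay well above background, with a median of 81.8%. The number of fish per group limits the precision of every value below. The arrays lay on 18 slides with 3 or 4 arrays each, 54 were scanned on one day and 16 on another, and the scanner's photomultiplier was set to 580 for 40 arrays and to 610 for 30. Probes with a signal of at least 100 on at least 50% of the arrays were kept, which left 14425. Spots marked as outliers by the image analysis were left out, 0.202% of the spots of these probes. The kept signals were quantile normalized over the entire array set and log2 transformed. A linear model in limma estimated the mean of each group from the 70 arrays with 1 shared estimate of the spread, and its moderated tests were adjusted by the Benjamini-Hochberg method over all probes. Log2 differences are the stated salinity minus the handling control, averaged over 0, 18 and 42 h unless an exposure time is given. For a gene, the probes that Table S1 assigns to it were averaged within each fish, and the number of fish above or below the control refers to the control mean of the same exposure time.

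**Figure D1:**
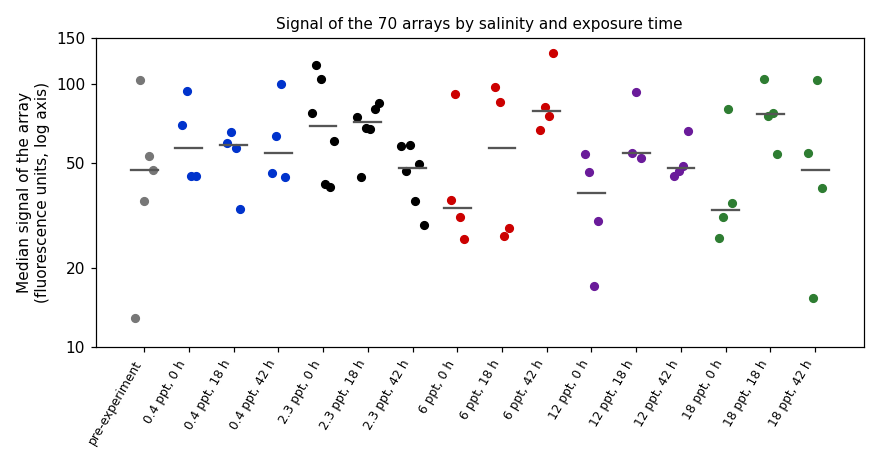
Median processed signal of each array (fluorescence units, log axis) by salinity and exposure time; every point is 1 fish and the bars are group medians. The arrays span 12.9 to 131, and the range within a group differs, from 12.9 to 103 among the pre-experiment fish and from 44.7 to 66.5 at 12 ppt at 42 h.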

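Of 14419 probes for which every contrast could be tested, 269 were differentially expressed for salinity, 5215 for exposure time and 11 for their interaction at a q of 0.05. At a q of 0.01 the numbers were 82, 3561 and 4, and at an unadjusted p under 0.05 they were 2304, 6506 and 2543. Of the alternatives set in advance, a filter requiring a signal of 100 on every array moved the salinity count most, to 56 of 3195 probes, while Storey's q-value raised it to 444. Without fish 1 of 0.4 ppt at 42 h the salinity count was 152, and without fish 1 of 18 ppt at 42 h it was 461. The interaction count was 1 when the filter asked only for signals well above background and 113 with Storey's q-value, and without fish 7 of 18 ppt at 42 h it was 116. Table S1 lists 697 probes, of which 575 passed the filter on dim probes, and 268 of those, 46.6%, were past the threshold for salinity or the interaction here. A further 11 probes past the threshold for either are not in Table S1.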

Of the genes affected by salinity, the majority were also affected by time (Fig. 3, depicting genes *q* ≤ 0.01), underscoring the importance of time course in evaluation of gene expression responses to environmental stress. 

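Among the 269 probes differentially expressed for salinity, 180 or 66.9% were also differentially expressed for exposure time, whereas exposure time changed 36.2% of all probes tested. At a q of 0.01, 54.9% of the salinity probes also changed with time. There, 37 probes changed with salinity alone, 44 with salinity and time, 1 with salinity, time and their interaction, and 3513 with time alone. Between 0 and 18 h averaged over the salinities, 1029 probes differed, between 18 and 42 h 2032 did, and between 0 and 42 h 5974 did. Leaving out 1 fish at a time moved the share at a q of 0.05 between 61.7% and 75.1%. In a model with slide as a fixed block, which was added after the data had been seen, the share was 40.4%.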

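For the nMDS, the 85 probes with a q of 0.01 or less for salinity or the interaction were averaged into 55 transcripts and into the means of the pre-experiment group and the 15 salinity and exposure time groups. With Bray-Curtis distances in 2 dimensions and at most 50 random starts, vegan reached a stress of 0.0496. The mean nMDS distance from the handling control at the same exposure time was 0.0406 at 0.4 ppt, 0.0380 at 6 ppt, 0.0455 at 12 ppt and 0.0533 at 18 ppt. Of the single exposure times, only 42 h had both lower salinities nearer than both higher ones. At 0 h, 18 ppt lay nearest with 0.0318, against 0.0350 at 6 ppt, 0.0406 at 0.4 ppt and 0.0449 at 12 ppt. At 18 h, 12 ppt lay nearest with 0.0444, against 0.0468 at 6 ppt, 0.0506 at 0.4 ppt and 0.0542 at 18 ppt. On the same probes, the root mean square log2 difference from the handling control was 0.58 ± 0.087 (jackknife SE) at 0.4 ppt, 0.55 ± 0.11 at 6 ppt, 0.76 ± 0.075 at 12 ppt and 0.83 ± 0.090 at 18 ppt. The excess of 12 and 18 ppt over 0.4 and 6 ppt was 0.23 (1-sided permutation test with 100000 permutations of the salinities within exposure times, p = 0.00329), on probes that had been selected on these same fish.

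**Figure D2:**
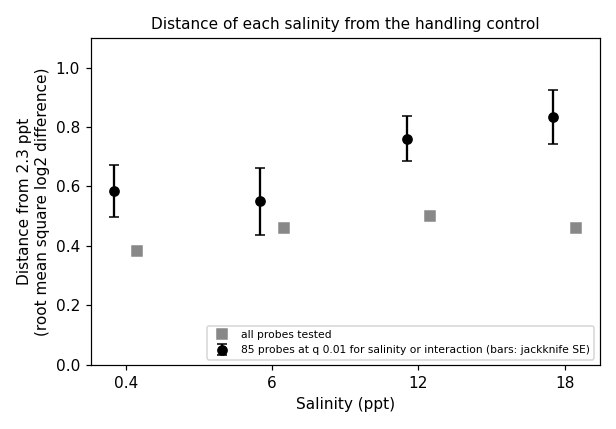
Distance of each salinity from the handling control (root mean square log2 difference averaged over exposure times) over the 85 selected probes, with jackknife SE as bars, and over all probes tested. Over the selected probes the distance is 0.76 at 12 ppt and 0.83 at 18 ppt, and over all probes it is 0.50 and 0.46.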

For transcription signatures, two convergent nMDS solutions were found for two dimensions after five iterations (stress = 0.0825) and overall mean transcriptome trajectories of lower salinity treatments (0.4 and 6 ppt) were more similar to that of the handling control relative to higher treatments (Fig. 4). However, transcription signatures at 0 h (i.e., when fish reached target salinities after the 6 h of gradual increase phase) were substantially offset from the pre‐experiment position for all treatment groups, reflecting rapid gene expression responses to changes in salinity conditions.

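In the nMDS of the group means, the 0 h position lay 0.0644 from the pre-experiment position at 0.4 ppt, 0.0276 at 2.3 ppt, 0.00958 at 6 ppt, 0.0452 at 12 ppt and 0.0213 at 18 ppt. Compared with the 5 pre-experiment fish, 52 probes were differentially expressed at 0 h in 0.4 ppt, 48 higher and 4 lower, and 98 in 12 ppt, 88 higher and 10 lower. In 18 ppt there were 6, all higher. In the handling control and in 6 ppt, limma found 0 probes past the threshold, as did an ordinary F-test and Storey's q-value, with 1624 and 266 probes at an unadjusted p under 0.05. Without fish 2 of 0.4 ppt at 0 h the count of 52 became 19. The count of 98 became 56 without fish 1 and 168 without fish 3 of 12 ppt at 0 h, and the count of 6 ranged between 0 without pre-experiment fish B4 and 16 without fish 1 of 18 ppt at 0 h.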

**Figure 3:**
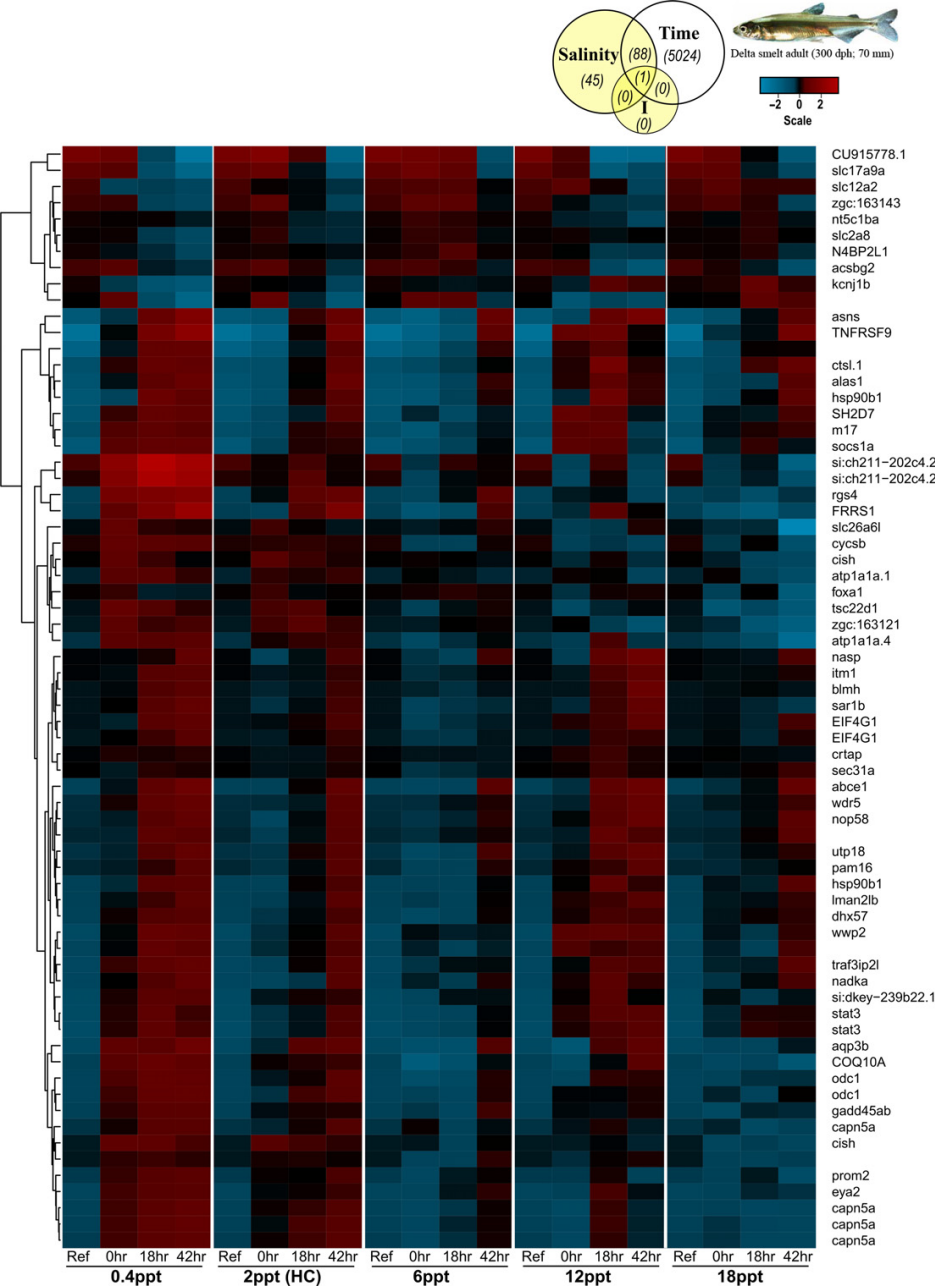
Heat map of microarray genes in Experiment 1 (acute exposure, short‐term duration) with *q* ≤ 0.01 for main effect of salinity (salinity) and the interaction of salinity x exposure time (I) (yellow shading, Venn diagram). Duplicate probes and replicates were averaged across treatments for visualization, while numbers in the Venn diagram refer to total numbers of significant probes for each factor or interaction; *n* = 4–6 individual fish for each salinity and exposure time group. Genes clustered on averaged probe similarity (dendrogram displayed on left, based on Euclidean distance matrix and complete agglomeration); a three‐color scale (value bar depicted above) was applied to visualize fold changes of mean normalized values between treatments (See Supplementary information for expanded heat map and table for all genes *q* ≤ 0.05).

**Figure 4:**
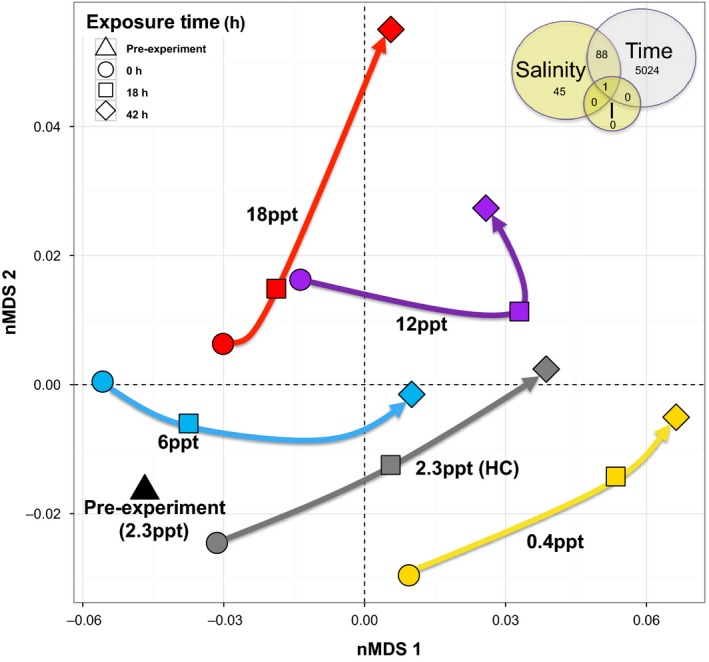
Two‐dimensional nonmetric multidimensional scaling plot of microarray genes in Experiment 1 (acute exposure, short‐term duration) with *q* ≤ 0.01 for main effect of salinity (salinity) and the interaction of salinity x exposure time (I) (yellow shading, Venn diagram). Shapes correspond to exposure time (triangle = pre‐experiment, circle = 0 h, i.e. when target salinities were reached after 6 h gradual increases or decreases, square = 18 h, diamond = 42 h) and color corresponds to salinity treatment (black = 2.3 ppt pre‐experiment, yellow = 0.4 ppt, gray = 2.3 ppt handling control, blue = 6.0 ppt, purple = 12.0 ppt, red = 18.0 ppt). Arrows overplotted to visualize mean trajectory of transcriptomic changes over the exposure time course of the experiment.

Of the total 1653 probes selected for functional analyses (*q* < 0.1 for salinity or salinity × time), we were able to assign 1497 ENSEMBL IDs; of those, PANTHER mapped 768 to zebrafish genome annotated genes, while 163 were unmapped (duplicate probes automatically removed). 

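At a q under 0.1, 642 probes were differentially expressed for salinity or for salinity × time. Salinity alone gave 541 probes at this threshold and the interaction gave 111. With Storey's q-value in place of the Benjamini-Hochberg method, 1531 probes reached it. The assignment to Ensembl identifiers and the mapping to annotated genes was not repeated here.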

Functional analyses revealed that cellular and metabolic processes were the two main biological processes represented in genes significantly affected by salinity over the experimental time course (Fig. 5). Within the metabolic processes group, the majority of genes represented primary metabolic processes, including lipid, protein, and carbohydrate metabolism. The cellular processes group largely consisted of genes involved in cell cycle and cellular communication, with cell–cell signaling genes making up the entire latter group. Statistically over‐represented biological processes included multiple signaling pathways (e.g., chemokine receptor binding, cytokine‐mediated signaling pathways, and JAK‐STAT signaling cascade regulation) as well as potassium ion transport (Table S2).

**Figure 5:**
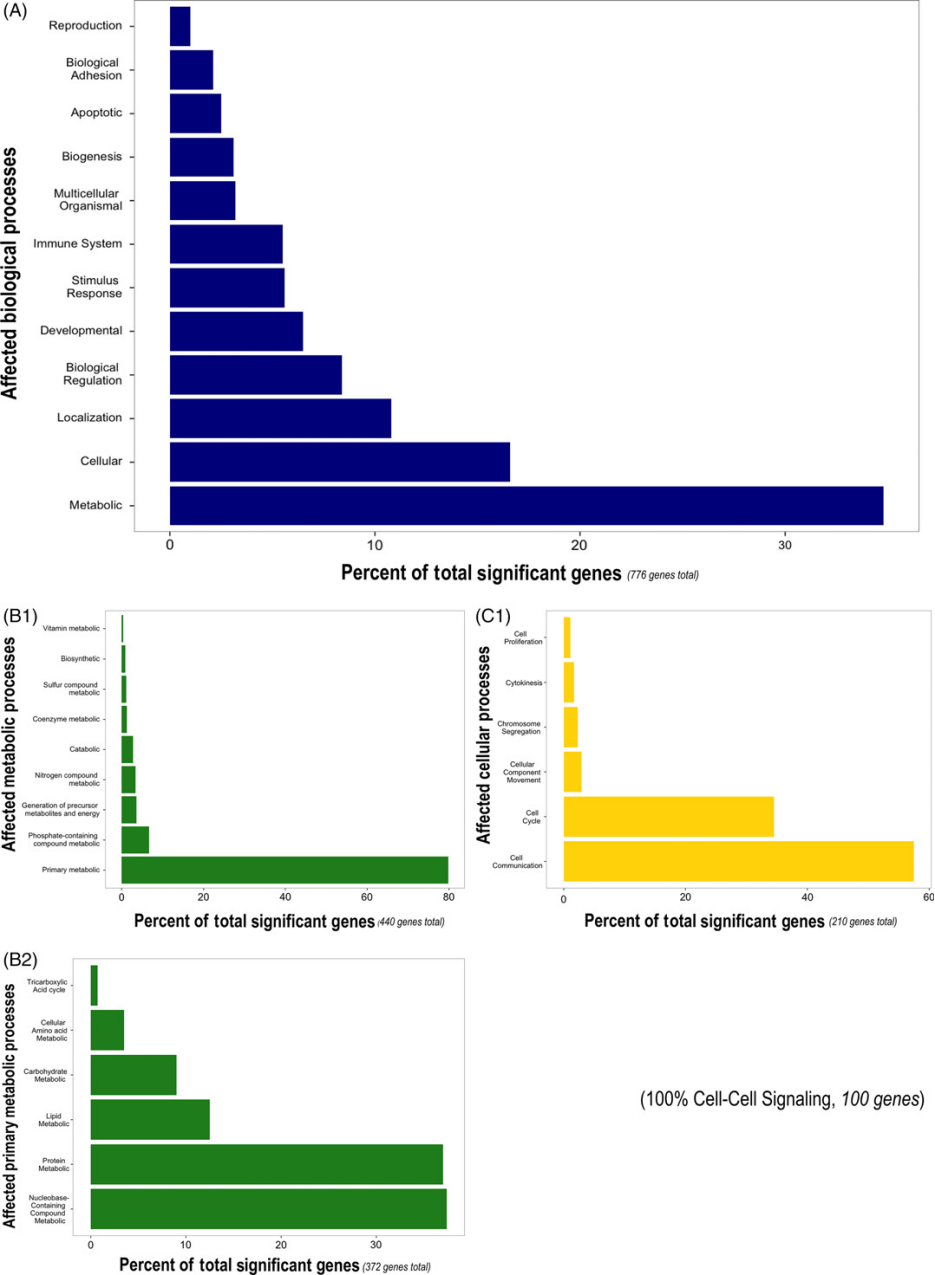
Composite bar charts for biological processes represented by genes in Experiment 1 (acute exposure, short‐term duration) affected by probes of primary interest (combined list of genes displaying differential expression at *q* ≤ 0.1 for salinity main effect and salinity x exposure time interaction). Panels represent: (A) overall biological processes, (B1) subcategories of metabolic processes in (A), (B2) subcategories of primary metabolic processes in (B1), (C1) subcategories of cellular processes in (A).

### Transcriptional responses to salinity stress

#### Osmosensors and signaling

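The signaling genes that the text and Table S1 pair with probes numbered 10, of which 9 had probes that passed the filter on dim signals. The salinity main effect was past a q of 0.05 for 6 of these 9 genes and past 0.01 for 4, in a test over 14250 genes and single probes. By limma, the interaction of salinity and exposure time was past the threshold for none of the 9, with the smallest q at 0.106 for the interleukin IL17a/f3. Here and in the gene results below, each comparison with the handling control was adjusted over all genes. The paper compared salinities by Tukey's test within a gene, which corrects for fewer tests. A difference not past the threshold here can therefore be past the paper's.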

A large number of genes involved in numerous signaling pathways were altered by exposure to different salinities. Interestingly, despite the small absolute change, fish exposed to a decrease from 2.3 ppt to 0.4 ppt rapidly upregulated multiple genes involved in the regulation of G‐protein signal transduction and pathways (regulator of G‐protein signaling 4, RGS4, and platelet‐activating factor receptor, PTAFR). 

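At 0.4 ppt, RGS4 was 1.13 log2 units ± 0.26 (SE, n = 12 fish; adjusted p = 0.147 from limma) above the handling control, with 11 of 12 fish above the control mean. PTAFR was higher by 0.72 ± 0.19 (SE, n = 12 fish; adjusted p = 0.186 from limma), in 12 of 12 fish. Neither difference was past the threshold after adjustment over all genes. Leaving out fish A1 of the handling control at 18 h lowered the adjusted p of RGS4 to 0.0416. At 0 h alone, the difference was 1.39 for RGS4 (adjusted p = 0.51 from limma, n = 4 fish) and 0.90 for PTAFR (adjusted p = 0.554 from limma, n = 4). The salinity main effect had a q of 2.62e-07 for RGS4 and 0.137 for PTAFR.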

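The mean of 4 probes for the interleukin-17 gene IL17a/f3 was 1.13 log2 units ± 0.28 (SE, n = 12 fish; adjusted p = 0.147 from limma) higher at 0.4 ppt than in the handling control, and 12 of 12 fish lay above the control mean. For the cytokine signaling suppressor SOCS3b the increase was 0.63 ± 0.21 (SE, n = 12 fish; adjusted p = 0.312 from limma), in 11 of 12 fish. Both adjusted values lay above the threshold. IL17a/f3 was also 1.97 higher at 12 ppt at 0 h (SE 0.49, adjusted p = 0.0297 from limma, n = 4 fish), the only one of its contrasts with the handling control that was past the threshold.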

Interleukin‐17A/F‐3 (IL17a/f3), which regulates cytokine activity and cell surface receptor signaling pathways, and the suppressor of cytokine signaling 3b (SOCS3b) involved in JAK‐STAT signaling cascades were also upregulated (Figs 6A and S2; Table S1). 

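Under raised salinity, RGS4 fell by 1.27 log2 units ± 0.26 (SE, n = 12 fish; adjusted p = 0.0122 from limma) at 18 ppt, in 11 of 12 fish. At 12 ppt it fell by 0.83 ± 0.27 (SE, n = 11 fish; adjusted p = 0.26 from limma), with a difference of 0.038 at 0 h and -1.70 at 42 h. CISH fell by 0.92 ± 0.14 (SE, n = 12 fish; adjusted p = 1.16e-04 from limma) at 18 ppt in all 12 fish, and fell by 0.52 (adjusted p = 0.201) at 12 ppt. HCAR1-1 fell by 0.74 ± 0.16 (SE, n = 12 fish; adjusted p = 0.0181 from limma) at 18 ppt in all 12 fish, against -0.21 (adjusted p = 0.628) at 12 ppt, and its call was lost on removing any 1 of 3 of the fish at 18 ppt. SOCS2 fell by 0.89 ± 0.20 (SE, n = 12 fish; adjusted p = 0.0299 from limma) at 18 ppt in 11 of 12 fish, against -0.47 (adjusted p = 0.381) at 12 ppt, and its call was lost on removing any 1 of 11 of the 70 fish. The single probe of NPB did not pass the filter on dim signals. Without that filter, NPB was -1.27 ± 0.31 (SE, n = 12 fish; adjusted p = 0.174 from limma) at 18 ppt and -0.52 (adjusted p = 0.562) at 12 ppt.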

G‐protein and cytokine signaling were also altered in fish exposed to salinity increases to 12 and 18 ppt, but many responses differed in trajectory (e.g., downregulation of RGS4) or manifested via different particular genes such as neuropeptide B (NPB) cytokine‐inducible SH2‐containing protein (CISH), G‐protein‐coupled receptor 81 (HCAR1‐1), and suppressor of cytokine signaling 2 (SOCS2). 

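Expression of the transcriptional repressor gene Tsc22d1 at 18 ppt fell by 1.38 log2 units ± 0.18 (SE, n = 12 fish; adjusted p = 9.16e-07 from limma), below the control mean in all 12 fish. At 12 ppt it fell by 0.62 ± 0.18 (SE, n = 11 fish; adjusted p = 0.221 from limma), in 9 of 11 fish, which was not past the threshold. The glutamate decarboxylase gene Gad1 fell by 1.56 ± 0.16 (SE, n = 12 fish; adjusted p = 1.05e-09 from limma) at 18 ppt and fell by 1.01 ± 0.16 (SE, n = 11 fish; adjusted p = 0.00113 from limma) at 12 ppt, in every fish of both salinities. The difference in Gad1 at 18 ppt was -0.69 at 0 h, -2.08 at 18 h and -1.91 at 42 h, and the interaction for this gene had a q of 0.122. Leaving out any single fish left the calls for Gad1 at both salinities and for Tsc22d1 at 18 ppt past the threshold.

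**Figure D3:**
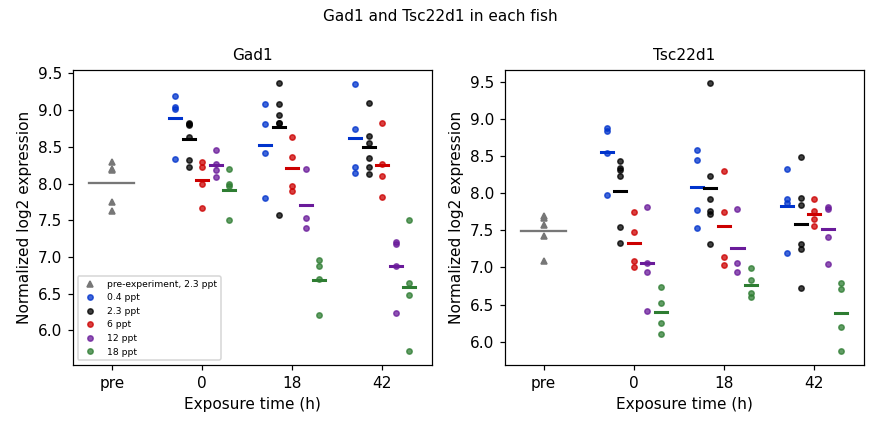
Normalized log2 expression of Gad1 and Tsc22d1 by exposure time (h) and salinity; each point is 1 fish, and bars are group means. The group mean of Tsc22d1 is lowest at 18 ppt at each exposure time, and Gad1 averaged over exposure times is 7.06 at 18 ppt against 8.62 in the handling control.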

Expression of the transcriptional repressor TSC22 domain family protein 1 (Tsc22d1) and glutamate decarboxylase (Gad1), which catalyzes GABA neurotransmitter production, also significantly decreased in fish exposed to these hyperosmotic stress treatments (Figs 6A and S2; Table S1).

**Figure 6:**
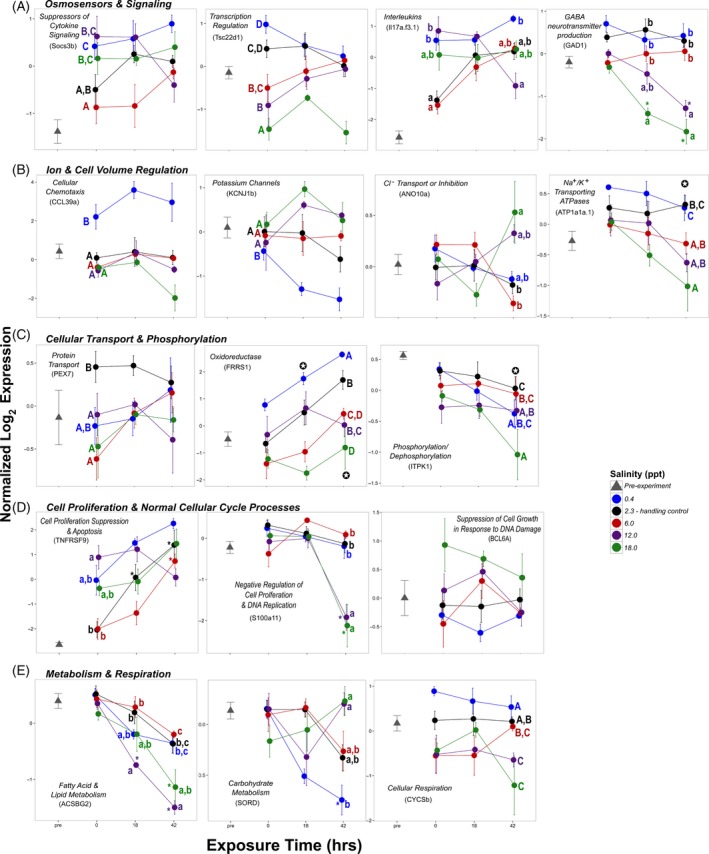
Effects of salinity and exposure time on the expression of genes in Experiment 1 (acute exposure, short‐term duration) representative of key biological processes (mean ± SEM for each salinity per exposure time point). Y‐axes units are normalized log2 expression, reversed for ease of interpretation of transcriptional changes (i.e., lower number is higher transcription). Post hoc analyses of biological interest were conducted where appropriate as determined by main models (see Materials and methods). Points and error bars represent mean ±SEM; colored symbols and letters correspond to treatment colors in the legend. Uppercase letters denote main effect contrasts for salinity treatments, while lowercase letters denote pairwise contrasts between salinities within each time point. Asterisks denote statistical difference from time point 0; ✪ denotes main effect contrasts, while * denotes pairwise contrasts.

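In the log2 values used here, a higher number is a brighter spot and a higher transcription. The authors' deposited log2 values run the same way, since each array's column correlated with the scanner signal of that array at 0.9994 or above after the centering of probes was taken into account. On this scale, CCL39a averaged 8.58 at 0.4 ppt and 6.01 in the handling control, and ITPK1 averaged 8.05 at 18 ppt and 8.64 in the handling control.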

#### Ion and cell volume regulation

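The genes named for ion and cell volume regulation numbered 17, and 15 of them had probes past the filter on dim signals. Salinity had a q of 0.05 or less for 8 of the 15 and of 0.01 or less for 6. Of 22 gene and salinity comparisons with the handling control that could be tested, 4 were past the threshold after adjustment over all genes and 16 when adjusted over the list alone, and the list had been chosen on these same fish. Of these comparisons, 16 carry a stated direction, and the measured difference had that direction in all 16. The stated directions came from these same fish too, so this match is not independent evidence.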

Transcriptional responses indicated that delta smelt made physiological adjustments at the molecular level to regain ion and cell volume homeostasis. 

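The claudin CLDNA differed from the handling control by -0.78 log2 units ± 0.24 (SE, n = 12 fish; adjusted p = 0.399 from limma) at 18 ppt, in all 12 fish, and by -0.50 ± 0.25 (SE, n = 11 fish; adjusted p = 0.439 from limma) at 12 ppt. The tensin TNS1 and the collagen COL6A2 showed no difference past the threshold when averaged over exposure times, with 0.28 and 0.20 for TNS1 and 0.20 and 0.11 for COL6A2 at 12 and 18 ppt. By the interaction test, the difference depended on exposure time for COL6A2, while TNS1 was not past the threshold. At 12 ppt COL6A2 was 1.76 higher at 0 h (adjusted p = 0.0066 from limma, n = 4 fish) and -1.37 at 42 h (adjusted p = 0.037 from limma, n = 4), and its interaction had a q of 0.0358. For TNS1 the difference at 12 ppt was 1.13 at 0 h (adjusted p = 0.0282 from limma, n = 4) and -0.12 at 42 h, with an interaction q of 0.0851.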

Hyperosmotic conditions affected the expression of several genes involved in cellular adhesion, regulating ion and water passage across cell junctions such as claudin (CLDNA), tensin‐1 (TNS1), and collagen alpha‐2 chain (COL6A2; Figure S2 and Table S1). In contrast, chemokine CCL (CCL39a), which promotes cellular chemotaxis, was strongly upregulated at 0.4 ppt (Fig. 6B). 

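CCL39a, read here as the chemokine that the heat map labels si:ch211-202c4.2, has 4 probes, none of which reached a signal of 100 on enough arrays to pass the filter. In the model without that filter, it was 2.56 log2 units ± 0.34 (SE, n = 12 fish; adjusted p = 1.14e-05 from limma) higher at 0.4 ppt than in the handling control, above the control mean in all 12 fish. The difference was 1.97 at 0 h, 2.96 at 18 h and 2.77 at 42 h. At 18 ppt it was -0.93 (adjusted p = 0.465 from limma).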

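Frizzled-9 (FZD9a), measured by 1 probe, fell by 0.63 log2 units ± 0.14 (SE, n = 12 fish; adjusted p = 0.283 from limma) at 6 ppt and fell by 0.46 ± 0.14 (SE, n = 12 fish; adjusted p = 0.281 from limma) at 0.4 ppt, below the control mean in all 12 fish of each. At 12 ppt the difference was -0.47 ± 0.15 (SE, n = 11 fish; adjusted p = 0.26 from limma), in 9 of 11 fish. None of the 3 was past the threshold after adjustment over all genes, and at 18 ppt the difference was -0.34 (adjusted p = 0.495 from limma).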

Delta smelt exposed to 0, 6, and 12 ppt also downregulated frizzled‐9 (FZD9a), a key gene involved in Rho‐GTPase activity that has been found in other osmotic stress studies to play important roles triggering signaling cascades that induce morphological changes (Di Ciano‐Oliveira et al. 2006).

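At 0.4 ppt, the cotransporter SLC12A2 fell by 0.52 log2 units ± 0.27 (SE, n = 12 fish; adjusted p = 0.527 from limma), in 8 of 12 fish, and the potassium channel KCNJ1b fell by 0.90 ± 0.24 (SE, n = 12 fish; adjusted p = 0.195 from limma), in 11 of 12 fish. Neither was past the threshold over all genes, which corrects for more tests than the paper's Tukey test within a gene. The salinity main effect had a q of 0.0258 for SLC12A2 and 0.0018 for KCNJ1b. Fish A3 of the handling control at 18 h and fish 5 of 0.4 ppt at 42 h had SLC12A2 values well above the others of their groups, 9.56 and 7.54.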

The Na^+^/K^+^/2 Cl^−^ cotransporter (SLC12A2), which plays a critical role in ionic balance and cell volume regulation by mediating Na^+^ and Cl^−^ reabsorption, and the potassium inwardly rectifying channel isoform b (KCNJ1b) were strongly downregulated at 0.4 ppt (Figs 6B and S2; Table S1). In contrast, at 18‐ppt transcription increased for SLC12A2, and decreased for solute carrier protein family 26 member 6 (SLC26A6), inward rectifier potassium channel 16 (KCNJ16), aquaporin‐3 (AQP3b; a membrane protein that can function as a channel to facilitate water transport across cell membranes) and prominin‐2 (PROM2), which negatively regulates pinocytosis and can increase protein phosphorylation. Additionally, multiple genes involved in Na^+^/K^+^ ATPase mechanisms were downregulated at 18 ppt, including Na^+^/K^+^‐transporting ATPase subunit *α*‐1 (ATP1A1A.4, ATP1A1A.1), Na^+^/K^+^‐transporting ATPase subunit *β* (ATP1B1, regulates the number of sodium pumps transported to the plasma membrane via assembly of *α*‐*β* heterodimers), and Na^+^/K^+^‐transporting ATPase subunit *γ* (ATP1G1; Figs 6B and S2; Table S1). 

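At 18 ppt, SLC12A2 was 0.75 log2 units ± 0.27 (SE, n = 12 fish; adjusted p = 0.495 from limma) higher, in 10 of 12 fish. SLC26A6 fell by 1.46 ± 0.30 (SE, n = 12 fish; adjusted p = 0.0122 from limma), in 10 of 12 fish, with a difference of -3.28 at 42 h, and its adjusted p was 0.0601 without fish 1 of 18 ppt at 42 h. KCNJ16 fell by 0.95 ± 0.24 (SE, n = 12 fish; adjusted p = 0.115 from limma), in 9 of 12 fish. AQP3b fell by 0.80 ± 0.24 (SE, n = 12 fish; adjusted p = 0.396 from limma), in 11 of 12 fish. PROM2 fell by 0.57 ± 0.13 (SE, n = 12 fish; adjusted p = 0.0576 from limma), in 11 of 12 fish. SLC26A6 was the only one of the 5 past the threshold, and leaving out 1 fish brought KCNJ16 past it for 3 choices of the fish and PROM2 for 8.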

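ATP1A1A.4 fell by 1.57 log2 units ± 0.26 (SE, n = 12 fish; adjusted p = 3.19e-04 from limma) at 18 ppt, in all 12 fish. ATP1A1A.1 fell by 0.73 ± 0.16 (SE, n = 12 fish; adjusted p = 0.0325 from limma), in 11 of 12 fish, and was no longer past the threshold on removing any 1 of 12 of the 70 fish. ATP1B1 fell by 0.61 ± 0.19 (SE, n = 12 fish; adjusted p = 0.393 from limma), in 10 of 12 fish. ATP1G1, which Table S1 lists without a symbol as a gamma-like subunit, fell by 0.63 ± 0.16 (SE, n = 12 fish; adjusted p = 0.147 from limma), in 11 of 12 fish. Only the alpha subunits were past the threshold over all exposure times, and ATP1G1 came past it without fish 7 of 18 ppt at 42 h (adjusted p = 0.0368). No normalization or background correction that was tried changed the direction of any of the 4, although ATP1A1A.1 was not past the threshold with normexp.

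**Figure D4:**
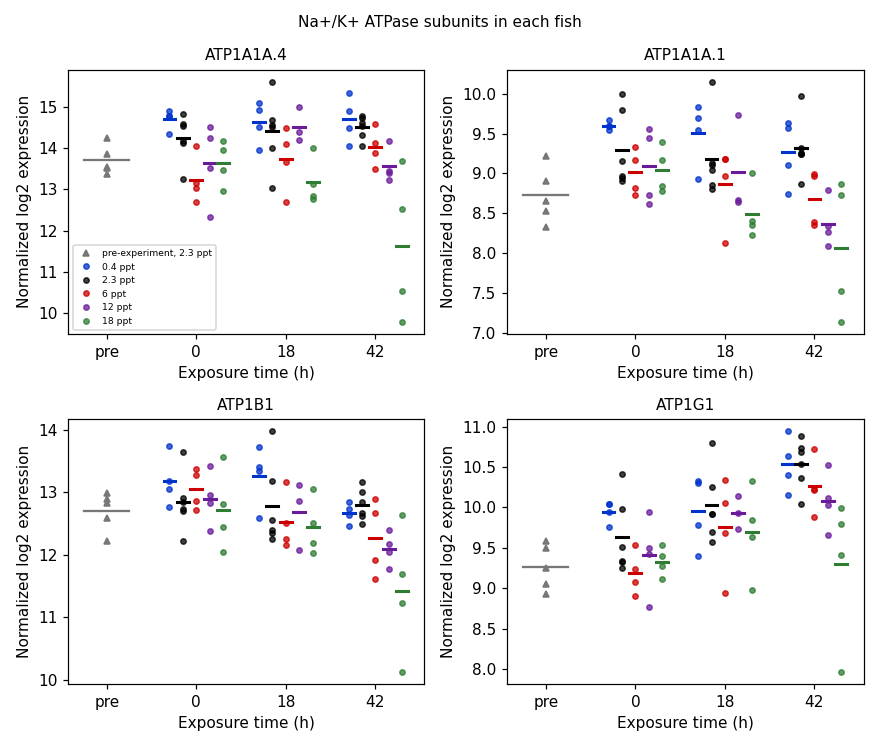
Normalized log2 expression of the Na+/K+ ATPase subunits by exposure time (h) and salinity; each point is 1 fish, and bars are group means. At 18 ppt and 42 h the differences from the handling control are -2.87 for ATP1A1A.4, -1.25 for ATP1A1A.1, -1.38 for ATP1B1 and -1.25 for ATP1G1.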

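At 42 h, the magnesium transporter NIPAL2 fell by 1.12 log2 units ± 0.30 (SE, n = 4 fish; adjusted p = 0.0415 from limma) at 12 ppt and fell by 0.91 ± 0.30 (SE, n = 4 fish; adjusted p = 0.204 from limma) at 18 ppt, in all 4 fish of each. The call at 12 ppt was lost on removing any 1 of 7 of the 70 fish. The anoctamin ANO10a had 1 probe, which did not pass the filter on dim signals. Without the filter it was 0.51 ± 0.19 (SE, n = 4 fish; adjusted p = 0.475 from limma) higher at 12 ppt and 0.71 ± 0.19 (SE, n = 4 fish; adjusted p = 0.144 from limma) higher at 18 ppt, in all 4 fish of each.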

Finally, at both 12 and 18 ppt, anoctamin‐10 (ANO10a), involved in the transport or inhibition of anion (i.e., Cl^−^) conductance (Milenkovic et al. 2010), and protein nipal2 (NIPAL2; a magnesium ion transmembrane transporter) were up‐ and downregulated, respectively, at 42 h.

### Cellular transport and phosphorylation

In addition to genes specifically involved in ion transport across cell membranes, the transport of proteins and other substances within and across cell membranes was also affected by increased salinity (Figs 6C and S2; Table S1). 

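The genes named for cellular transport and phosphorylation numbered 6, and 5 passed the filter on dim signals. The salinity main effect was past a q of 0.05 for 2 of the 5. All 8 comparisons that could be tested had the stated direction, and 1 of the 8 was past the threshold. The genes and their directions had been read from these same fish, so this match is not independent evidence.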

Peroxisomal targeting signal 2 receptor (PEX7), which plays an essential role in peroxisomal protein import, was downregulated at 6, 12 and 18 ppt, while ferric‐chelate reductase (FRRS1) was strongly upregulated at 0.4 ppt, suggesting that iron transport from the endosome to the cytoplasm may play a role in delta smelt's hyposmotic stress response. 

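PEX7 has 1 probe, which did not pass the filter on dim signals. In the model without the filter it fell by 0.59 log2 units ± 0.19 (SE, n = 12 fish; adjusted p = 0.429 from limma) at 6 ppt, fell by 0.56 ± 0.19 (SE, n = 11 fish; adjusted p = 0.342 from limma) at 12 ppt and fell by 0.65 ± 0.19 (SE, n = 12 fish; adjusted p = 0.465 from limma) at 18 ppt. FRRS1 was 1.19 ± 0.30 (SE, n = 12 fish; adjusted p = 0.165 from limma) higher at 0.4 ppt, in all 12 fish. At 18 ppt FRRS1 fell by 1.74 ± 0.30 (adjusted p = 0.00111 from limma), the largest difference among the Table S1 transcripts past the threshold at this salinity.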

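The kinase ITPK1 fell by 0.46 log2 units ± 0.15 (SE, n = 11 fish; adjusted p = 0.26 from limma) at 12 ppt and fell by 0.59 ± 0.14 (SE, n = 12 fish; adjusted p = 0.0749 from limma) at 18 ppt, which leaving out any 1 of 4 of the 70 fish brought past the threshold. The thiamine triphosphatase THTPA fell by 0.64 ± 0.17 (SE, n = 11 fish; adjusted p = 0.156 from limma) at 12 ppt, in 10 of 11 fish, and fell by 0.43 ± 0.16 (SE, n = 12 fish; adjusted p = 0.495 from limma) at 18 ppt, in 9 of 12. PPP1R14ba fell by 1.37 ± 0.31 (SE, n = 4 fish; adjusted p = 0.0103 from limma) at 12 ppt at 42 h, in all 4 fish, a call that was lost without fish 1 or fish 2 of that group. PPP1R15B fell by 0.39 ± 0.10 (SE, n = 12 fish; adjusted p = 0.15 from limma) at 18 ppt, in 10 of 12 fish.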

Multiple genes that promote dephosphorylation of existing effector proteins also displayed lowered expression in response to hyperosmotic stress, including inositol‐tetrakisphosphate 1‐kinase (ITPK1; lower at 12 and 18 ppt), thiamine triphosphatase (THTPA; lower at 12 and 18 ppt), protein phosphatase 1 regulatory subunit 14 (PPP1R14ba; lower at 12 ppt at 42 h), and protein phosphatase 1 regulatory subunit (PPP1R15B; lower at 18 ppt). Interestingly, THTPA was also downregulated at 0 ppt, suggesting that this gene may be involved in modulating phosphorylation states of effector proteins under both hypo‐ and hyperosmotic stress responses.

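THTPA fell by 0.65 log2 units ± 0.16 (SE, n = 12 fish; adjusted p = 0.147 from limma) at 0.4 ppt, below the control mean in all 12 fish, which was not past the threshold over all genes. The salinity main effect for THTPA had a q of 0.0606. The largest decrease in any single group was -1.21 at 12 ppt at 0 h (adjusted p = 0.0173 from limma, n = 4 fish).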

#### Cell cycle regulation and cellular stress

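At 42 h, 162 probes differed between 12 ppt and the handling control, 139 higher and 23 lower, in 4 fish against 6. Between 18 ppt and the handling control at 42 h, 20 probes differed, 1 higher and 19 lower. Leaving out fish 3 of 12 ppt at 42 h reduced 162 to 61, and leaving out fish 7 of 18 ppt at 42 h raised 20 to 311, while fish 6 reduced it to 11. The transcripts smc2 (isotig26083) and cenpo (isotig12459) of Table S1 had the smallest p for the interaction together with S100a11. At 12 ppt and 42 h, smc2 was 1.50 ± 0.22 (SE, n = 4 fish; adjusted p = 9.27e-05 from limma) higher and cenpo was 1.50 ± 0.23 (adjusted p = 1.01e-04) higher, against 0.38 and 0.24 at 18 ppt. The interaction was not past the threshold for either with the authors' deposited values.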

Fish exposed to 12 and 18 ppt exhibited altered expression of multiple genes controlling cell cycle, chromosomal division, and DNA replication. Most significant changes occurred at 42 h, including the downregulation of protein S100‐A11 (S100a11) and the upregulation of centromere protein U (CENPU), protein zwilch (ZWILCH), DNA primase small subunit (PRIM1), and lymphocyte‐specific helicase (HELLS). However, tumor necrosis factor receptor superfamily member 9 (TNFRSF9), a gene involved in apoptosis and the suppression of cell proliferation, and genes involved in reactive oxygen species (ROS) production and oxidative stress responses (NADPH oxidase activator 1, NOXA1, and hypoxia upregulated protein 1, HYOU) were upregulated in fish exposed to 12 ppt at 0 h. Additionally, at 18 ppt, the expression increased for B‐cell lymphoma 6 protein (BCL6A), a transcriptional repressor that can negatively regulate cell growth in the face of genotoxic stress (i.e., in response to DNA damage stimulus), while the transcription factor hepatocyte nuclear factor 3‐alpha (FOXA1), involved in positive regulation of mitosis and glucose homeostasis, was strongly downregulated at 42 h. 

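At 42 h, S100a11 fell by 1.78 log2 units ± 0.31 (SE, n = 4 fish; adjusted p = 6.37e-04 from limma) at 12 ppt and fell by 1.99 ± 0.31 (SE, n = 4 fish; adjusted p = 1.36e-04 from limma) at 18 ppt, in every fish, while at 0 and 18 h no salinity was past the threshold for this gene. The interaction had a q of 0.0131, and was not past the threshold in the model without the filter. ZWILCH was 1.38 ± 0.23 (SE, n = 4 fish; adjusted p = 5.10e-04 from limma) higher at 12 ppt, in all 4 fish, and 0.51 ± 0.23 (SE, n = 4 fish; adjusted p = 0.328 from limma) at 18 ppt, in 3 of 4. PRIM1 was 0.95 ± 0.21 (SE, n = 4 fish; adjusted p = 0.0111 from limma) higher at 12 ppt and 0.69 ± 0.21 (SE, n = 4 fish; adjusted p = 0.182 from limma) at 18 ppt, and its call at 12 ppt was lost without fish 1 or fish 4 of that group. CENPU and HELLS did not pass the filter on dim signals. Without the filter, CENPU was 1.44 ± 0.23 (SE, n = 4 fish; adjusted p = 0.00234 from limma) higher at 12 ppt and 0.84 (adjusted p = 0.179) at 18 ppt. HELLS was 0.45 (adjusted p = 0.893 from limma) higher at 12 ppt and 0.72 (adjusted p = 0.288 from limma) higher at 18 ppt.

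**Figure D5:**
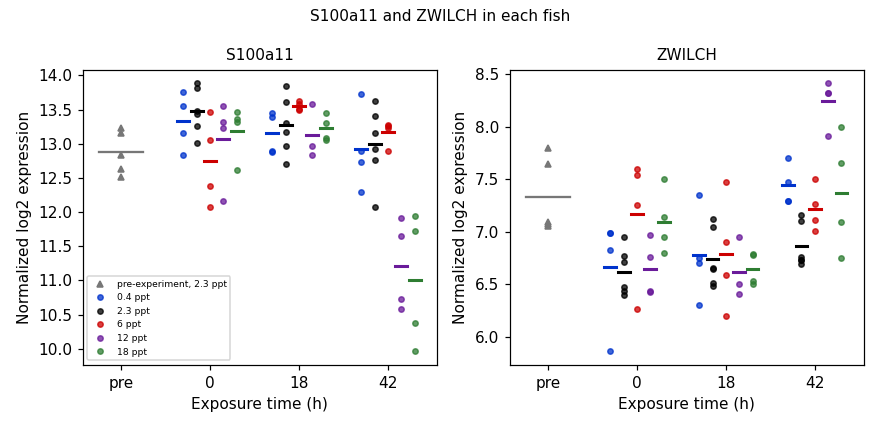
Normalized log2 expression of S100a11 and ZWILCH by exposure time (h) and salinity; each point is 1 fish, and bars are group means. At 42 h, S100a11 averages 11.22 at 12 ppt and 11.00 at 18 ppt against 12.99 in the handling control.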

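At 0 h, 334 probes differed between 12 ppt and the handling control, 177 higher and 157 lower. This count rested on few fish, and was 59 without fish C2 of the handling control and 3036 without fish 1 of 12 ppt. With the brightness of each array as a covariate, a model added after the data had been seen, 74 probes were past the threshold, 59 of them among the 334. With slide as a fixed block, also added then, 3100 were past it, 323 of them among the 334, and slide as a random block gave 1436. NOXA1 was 1.29 log2 units ± 0.27 (SE, n = 4 fish; adjusted p = 0.00756 from limma) higher, and HYOU was 1.11 ± 0.30 (SE, n = 4 fish; adjusted p = 0.0386 from limma) higher, in all 4 fish. The call for NOXA1 was lost without fish 4 of 12 ppt and that for HYOU on removing any 1 of 8 of the 70 fish. TNFRSF9 did not pass the filter on dim signals. Its probes were well above background on 5 and 4 of 6 arrays of the handling control at 0 h and on 3 and 4 of 4 arrays at 12 ppt. In the model without the filter all 4 fish at 12 ppt were above the control mean of 3.10, which lies so near background that the size of the difference is left out.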

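FOXA1 at 18 ppt at 42 h fell by 1.41 log2 units ± 0.25 (SE, n = 4 fish; adjusted p = 0.00199 from limma), in all 4 fish, with an adjusted p of 0.110 without fish 6 of that group. Its salinity main effect had a q of 0.0101 and its interaction a q of 0.143. The single probe of BCL6A did not pass the filter on dim signals. Without the filter, BCL6A was 0.76 ± 0.21 (SE, n = 12 fish; adjusted p = 0.465 from limma) higher at 18 ppt, in 11 of 12 fish.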

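EYA2 was 0.36 log2 units ± 0.11 (SE, n = 12 fish; adjusted p = 0.281 from limma) higher at 0.4 ppt, in 10 of 12 fish, and fell by 0.44 ± 0.11 (SE, n = 12 fish; adjusted p = 0.158 from limma) at 18 ppt, in all 12. GADD45, whose 2 probes did not pass the filter on dim signals, was 0.44 ± 0.17 (SE, n = 12 fish; adjusted p = 0.65 from limma) higher at 0.4 ppt without the filter and fell by 0.55 ± 0.17 (SE, n = 12 fish; adjusted p = 0.465 from limma) at 18 ppt. The salinity main effect of EYA2 had a q of 0.00117, although none of these comparisons with the handling control was past the threshold.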

Interestingly, two genes indicative of DNA damage and apoptosis displayed divergent patterns among hyper‐ and hyposmotic stress: eyes absent homolog 2 (EYA2) and growth arrest and DNA damage‐inducible protein GADD45 (GADD45) were up‐ and downregulated at 0.4 and 18 ppt, respectively.

#### Metabolism and respiration

Genes indicative of changes in fatty acid and lipid metabolism were significantly altered in both hypo‐ and hyperosmotic stress treatments relative to handling controls, including acetyl‐coenzyme A dehydrogenase (ACADM; downregulated at 0.4, 12 and 18 ppt), long‐chain fatty acid‐CoA ligase (ACSBG2; downregulated at 12 ppt at 18 and 42 h; Fig. 6E), and prostaglandin E synthase 2 (PTGESL; upregulated at 12 and 18 ppt). 

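ACADM fell by 0.93 log2 units ± 0.21 (SE, n = 12 fish; adjusted p = 0.147 from limma) at 0.4 ppt, fell by 0.79 ± 0.22 (SE, n = 11 fish; adjusted p = 0.197 from limma) at 12 ppt and fell by 0.61 ± 0.21 (SE, n = 12 fish; adjusted p = 0.495 from limma) at 18 ppt. None of these was past the threshold over all exposure times. The adjusted p from limma at 0.4 ppt was 0.0416 without fish A1 of the handling control at 18 h. At 0 h alone, the difference in ACADM at 12 ppt was past the threshold. At 42 h the differences at 0.4, 12 and 18 ppt were -0.22, -0.0051 and -0.14. ACSBG2 at 12 ppt fell by 1.13 ± 0.24 (SE, n = 4 fish; adjusted p = 0.00535 from limma) at 42 h and fell by 0.95 ± 0.26 (SE, n = 3 fish; adjusted p = 0.436 from limma) at 18 h, in every fish. PTGESL did not pass the filter on dim signals and was 0.32 ± 0.11 (SE, n = 11 fish; adjusted p = 0.336 from limma) higher at 12 ppt and 0.27 ± 0.10 (SE, n = 12 fish; adjusted p = 0.465 from limma) higher at 18 ppt without it. Of the 9 genes named for metabolism and respiration, 7 passed the filter, and salinity was past a q of 0.05 for 6 of the 7.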

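Ornithine decarboxylase 1 (ODC1) was 0.53 log2 units ± 0.19 (SE, n = 12 fish; adjusted p = 0.327 from limma) higher at 0.4 ppt, in 10 of 12 fish, which was not past the threshold. The differences at 6, 12 and 18 ppt were -0.66, -0.18 and -0.57, and the salinity main effect had a q of 0.00117.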

Delta smelt also upregulated ornithine decarboxylase 1 (ODC1) particularly in the hyposmotic treatment; ODC1 is the rate‐limiting enzyme in polyamine synthesis, and has been found to be an important component of hyposmotic stress response in other species (Lockwood and Somero 2011; Whitehead et al. 2012). Additionally, genes involved in carbohydrate metabolism, cellular glucose homeostasis and glycogen synthesis or breakdown were modulated, such as mannose‐6‐phosphate isomerase (MPI; downregulated at 18 ppt at 42 h), protein phosphatase 1 regulatory subunit 3C‐B (PPP1R3CB; downregulated at 12 ppt at 0 h), and sorbitol dehydrogenase (SORD; upregulated at 12 and 18 ppt, and downregulated at 0.4 ppt). 

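MPI fell by 0.61 log2 units ± 0.16 (SE, n = 4 fish; adjusted p = 0.131 from limma) at 18 ppt at 42 h, in all 4 fish. This difference was not past the threshold in the main model. Leaving out fish 1 of that group or fish A2 of the handling control brought it past. Another normalization and the authors' deposited values did so too. PPP1R3CB fell by 1.27 ± 0.33 (SE, n = 4 fish; adjusted p = 0.0373 from limma) at 12 ppt at 0 h, in all 4 fish, and its call was lost on removing any 1 of 8 of the 70 fish. SORD did not pass the filter on dim signals. Without the filter, SORD fell by 0.36 ± 0.11 (SE, n = 12 fish; adjusted p = 0.621 from limma) at 0.4 ppt and differed by 0.02 ± 0.12 (SE, n = 11 fish; adjusted p = 0.962 from limma) at 12 ppt and 0.015 ± 0.11 (SE, n = 12 fish; adjusted p = 0.955 from limma) at 18 ppt over all exposure times. By exposure time, the SORD differences at 0, 18 and 42 h were -0.0031, -0.47 and 0.53 at 12 ppt (lowest adjusted p = 0.458 from limma, at 42 h) and -0.32, -0.20 and 0.57 at 18 ppt (lowest adjusted p = 0.267 from limma, at 42 h).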

Cellular respiration genes involved in the mitochondrial respiratory chain (cytochrome c‐somatic B, CYCS‐b, and coenzyme Q‐binding protein, COQ10A) were also downregulated in hyperosmotic treatments.

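CYCS-b fell by 0.35 log2 units ± 0.23 (SE, n = 11 fish; adjusted p = 0.574 from limma) at 12 ppt and fell by 0.48 ± 0.22 (SE, n = 12 fish; adjusted p = 0.495 from limma) at 18 ppt, each in 9 fish. Its 4 probes differed at 12 ppt, from -0.80 to 0.098. COQ10A fell by 0.91 ± 0.23 (SE, n = 12 fish; adjusted p = 0.105 from limma) at 18 ppt, in all 12 fish, and differed by -0.22 ± 0.23 (SE, n = 11 fish; adjusted p = 0.736 from limma) at 12 ppt, in 6 of 11 fish. None of these was past the threshold, although COQ10A at 18 ppt came past it on removing either of 2 fish, and the salinity main effect had a q of 0.024 for CYCS-b and 0.0022 for COQ10A.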

## Discussion

Our data demonstrate that delta smelt have the capacity for coordinated molecular responses to effectively osmoregulate and regain homeostasis across a broad range of salinities. By employing large‐scale transcriptomic changes, fish rapidly adjusted to considerable increases in osmotic gradients, as well as to the reversal from hypo‐ to hyperosmotic conditions. These abilities are particularly evidenced by the regulation of internal osmolality to control levels in fish exposed to 18.5 ppt after just six hours. However, at the highest salinity (34.0 ppt), fish displayed reduced body condition even with unlimited food resources, and functional analyses identified that lipid, protein, and carbohydrate metabolism played major roles in delta smelt's compensatory responses to salinity stress outside the low‐salinity zone (LSZ) conditions. These findings align with theoretical models and empirical evidence in other species showing that osmoregulatory processes are energetically expensive (Morgan and Iwama 1991; Boeuf and Payan 2001; Kültz 2015), and that such environmental stress can impose sublethal costs due to the additional energy needed to recover and maintain homeostasis (Calow and Forbes 1998; Sokolova et al. 2012). Although delta smelt are physiologically euryhaline (i.e., are able to tolerate 0.4 – 34.0 ppt), the cumulative costs associated with physiological adjustments required to achieve homeostasis across a large, fluctuating salinity gradient may be higher than the continual maintenance cost for homeostasis within LSZ salinities. The evolution of such a homeostatic set point that differs from isosmotic conditions has been observed in other fishes (Papakostas et al. 2012) and could be reinforced by factors not directly related to osmoregulation, but that covary with salinity and offer fitness benefits (i.e., food availability or predator avoidance). This combination could further constrain the abilities of delta smelt to effectively exploit habitat outside the LSZ, corresponding with strong *in situ* correlations of this species with both environmental and ecological parameters (Fig. 1; Bennett 2005; Feyrer et al. 2007). Thus, forecasted mean salinity increases of 2.2–4.5 ppt in the San Francisco Estuary (SFE) are not likely to induce mortality, but these environmental changes will probably further constrict habitat that provides optimal conditions for performance and reproductive output in delta smelt. Identifying the physiological mechanisms that organisms use to cope with an individual stressor, and how those responses may impose sublethal costs, is an important step toward understanding of how multiple global change factors influence species’ fitness and, ultimately, persistence.

A large number of genes involved in many molecular pathways were altered by salinity over the exposure time course in delta smelt, supporting our hypothesis and previous work demonstrating that regaining homeostasis in the face of osmotic stress requires complex and coordinated physiological responses beginning at the transcriptional level (Evans and Somero 2008; Whitehead et al. 2012). 

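Over the results on transcription, 54 genes are named with 90 statements of a change at a given salinity, and 43 of these genes had probes that passed the filter on dim signals. Of 76 statements with a direction, 57 could be tested, and in all 57 the measured difference from the handling control had the stated direction. The directions had been read from these same fish, so this match is not independent evidence. The difference was past the threshold over all genes for 18 of the 57, and for 54 when adjusted over the list alone, which is not independent evidence because the genes were chosen on these same fish. The other 14 statements give no direction, 12 of them could be tested, and 3 were past the threshold, namely CISH, HCAR1-1 and SOCS2 at 18 ppt. The calls for RGS4, HCAR1-1, SOCS2, SLC26A6 and ATP1A1A.1 at 18 ppt, for NIPAL2 and PPP1R14ba at 12 ppt at 42 h, for FOXA1 at 18 ppt at 42 h and for HYOU and PPP1R3CB at 12 ppt at 0 h were lost under at least 1 of the other normalizations, background corrections, blocks or covariates set in advance. With each fish left out in turn, the number past the threshold in the stated direction lay between 15 and 22. Tukey's honestly significant difference within an ordinary linear model put 47 of the 57 past its threshold. The 11 genes below the filter carry 19 further statements with a direction, all of which had that direction in the model without the filter, by as little as 0.015 for SORD at 18 ppt, and 3 of the 21 statements on these genes were past the threshold there, among them TNFRSF9 with control values near background. From the genes and pathways that changed with salinity over the exposure times, the paper reasons in support of its hypothesis and of earlier work, to which it credits the view that regaining homeostasis under osmotic stress takes complex and coordinated physiological responses that begin with transcription.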

Transcriptional signatures and their trajectories over time were more similar among 0.4, 2.3 (handling controls) and 6 ppt, relative to 12 and particularly 18 ppt. These patterns align with the concept that changes in the magnitude of osmotic gradients require physiological adjustments within an organism's hyposmotic regulatory strategy, while the reversal of the osmotic gradient to hyperosmotic conditions entails switching physiological strategies that potentially utilize different underlying mechanisms. 

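Over all probes tested, the root mean square log2 difference from the handling control was 0.38 at 0.4 ppt, 0.46 at 6 ppt, 0.50 at 12 ppt and 0.46 at 18 ppt. Part of each distance comes from the spread among the fish of a group. After that part was subtracted, the distances were 0.079, 0.20, 0.28 and 0.13. On 13736 probes without missing values, the mean of 12 and 18 ppt exceeded that of 0.4 and 6 ppt by 0.055, no more than permuted salinities give (1-sided permutation test, p = 0.186). With the spread subtracted on the 85 probes selected for salinity or the interaction, the distances were 0.49, 0.44, 0.67 and 0.75 in the order of rising salinity. The selected probes had been chosen on these same fish.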

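Over 13736 probes, the differences of 0.4 ppt from the handling control correlated with those of 12 ppt at a Pearson r of 0.185 and with those of 18 ppt at 0.0347, when separate control fish served each side. These are correlations across probes, which are not independent replicates. Shared control fish raise the same values to 0.497 and 0.261. Among 1000 permutations of the salinities, the values with separate control fish had a median of 0.248 and 0.261, and neither observed value was extreme among them (2-sided permutation p = 0.707 and 0.140, adjusted over the 6 pairs of salinities 0.766 and 0.403). Of the 6 pairs, 0.4 and 6 ppt had the smallest p, with an r of -0.116 (permutation p = 0.00899, adjusted p = 0.0539).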

Interestingly, some genes responded similarly in delta smelt under both hypo‐ and hyperosmotic challenges, indicating they perhaps play common roles in both responses, while others clearly differentially responded to the divergent conditions.

Fish exposed to salinity challenges outside LSZ conditions (i.e., 0.4‐below LSZ, 12 and 18 ppt above LSZ) exhibited the greatest transcriptional changes. 

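Averaged over exposure times, 36 probes differed between 18 ppt and the handling control, all of them lower, and 13 between 12 ppt and the handling control, 5 higher and 8 lower. At 0.4 and 6 ppt limma found 0 probes past the threshold, as did an ordinary F-test and Storey's q-value, with 1477 and 1622 probes at an unadjusted p under 0.05 against 1714 at 12 ppt and 1470 at 18 ppt. No single exposure time had a probe past the threshold at 0.4 or 6 ppt by these tools, where the probes at an unadjusted p under 0.05 numbered 1014, 856 and 304 at 0, 18 and 42 h for 0.4 ppt and 3626, 752 and 621 for 6 ppt. The counts at 18 ppt were 1 at 0 h and 3 at 18 h, and that at 12 ppt was 4 at 18 h. Leaving out fish 2 of 6 ppt at 0 h raised the count at 6 ppt and 0 h from 0 to 1923. Without fish C1 of the handling control at 0 h, that count was 1657. Leaving out fish A1 of the handling control at 18 h raised the count at 0.4 ppt over all exposure times from 0 to 29. At 12 ppt over all exposure times, it lay between 4 without fish 2 of 12 ppt at 18 h and 21 without fish 5 of 18 ppt at 42 h. The transcripts with the largest differences at 12 ppt were foxq1b (isotig08713) with -1.16 ± 0.23 (SE, n = 11 fish; adjusted p = 0.0270 from limma), zgc:92533 (isotig19364) with -1.04 ± 0.22 (adjusted p = 0.0379) and Gad1. The first was no longer past the threshold on removing any 1 of 7 of the 70 fish, the next on removing any 1 of 18, and with the authors' deposited values neither was.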

Many of the responsive genes were associated with similar physiological mechanisms identified in other estuarine fishes (i.e., cell signaling, re‐establishment of ionic and osmotic balance, suppression of normal cell cycle regulation, and altered metabolic processes) and were in accordance with shifting resource allocation underlying euryhalinity (reviewed in Evans 2010). Many of the specific gene identities involved in these processes were similar to other euryhaline fishes examined to date. This is perhaps suggestive of the use of some conserved as well as convergent molecular pathways in euryhalinity (Kültz 2015), but the current availability of well annotated genomes for only a few fish species in functional genomic databases limits robust comparative analyses. However, recent advances in teleost genomic resources (Rondeau et al. 2014) hold exciting promise to facilitate future studies comparing these mechanisms across closely related and divergent euryhaline species.

Body condition and survival of delta smelt exposed to 18.5 ppt were not significantly affected, and blood plasma osmolality returned to control levels after 6 h. These results reveal that rapid physiological adjustments allowed fish to quickly regain homeostasis at this salinity, which was surprising given the well‐known sensitivity of delta smelt to environmental stress (Bennett 2005; Hasenbein et al. 2013; Komoroske et al. 2015). Yet both the body condition and survival of fish exposed to 34.0 ppt were significantly reduced, indicating that the costs of coping with strong hyperosmotic stress negatively impacts fitness. Importantly, we observed these negative impacts under experimental conditions with unlimited food resources. The ability of delta smelt to rapidly regain homeostasis at 18.5 ppt may have been dependent on access to ample energy reserves, which may not always be the case *in situ*. It has been proposed that a driving force of selection in the evolution of euryhalinity is access to energy‐rich estuarine environments (Kültz 2015). For estuarine fishes like delta smelt, inhabiting such fluctuating salinity environments is likely a perpetual balancing act between adequately dispensing enough resources to prevent osmotic stress‐related damage and compromise cellular function, without unnecessarily diverting cellular resources away from growth and reproduction (Evans 2010). However, there is increasing evidence of resource limitation in SFE ecosystems due to both natural variation and food web shifts induced by invasive species (Cloern and Jassby 2012). Thus, if delta smelt face food limitation *in situ*, it is very possible that the energetic costs of mounting osmoregulatory responses may negatively impact performance and survival at more moderate levels of hyperosmotic stress. Additionally, effects may be more pronounced for other delta smelt life stages such as early juveniles that require relatively high energetic investment for rapid growth. Further research investigating the dynamics of osmoregulatory responses and food limitation would provide critical insight into the effects of the interactions of these important factors.

Contrary to our hypothesis, we did not observe changes in enzymatic activity associated with osmotic stress; Na^+^/K^+^‐ATPase activity (NKA) was not affected by salinity or exposure time. This was surprising, particularly in light of clear evidence of regulation of internal osmolality in delta smelt. In teleosts, a hallmark effector of osmoregulation in the gills is the modulation of NKA along with related cotransporters to effectively maintain osmotic and ionic balance (Evans et al. 2005; Hwang and Lin 2013). Studies in a variety of fishes have documented increased NKA activity with osmotic stress (Marshall 2013) and NKA ‘isoform switching’, in which one isoform is upregulated at low salinities while another is downregulated and vice versa at increased salinities (Richards et al. 2003; Bystriansky et al. 2006; Urbina et al. 2013). Additionally, delta smelt downregulated gene expression of multiple NKA subunits at high salinities, but we did not detect any reciprocal increases in the transcription of alternate isoforms. 

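Among the subunits of Na+/K+ ATPase that Table S1 names, both probes of each gene with a pair of probes fell at 18 ppt, by -1.62 to -1.54 log2 units for ATP1A1A.4, -0.89 to -0.57 for ATP1A1A.1 and -0.61 for both probes of ATP1B1. At 12 ppt, over all exposure times, ATP1A1A.4 differed by -0.47 (adjusted p = 0.499 from limma), ATP1A1A.1 by -0.44 (adjusted p = 0.326), ATP1B1 by -0.25 and ATP1G1 by -0.26. At 18 ppt over all exposure times, no probe of the 14420 tested was past the threshold with a higher value than in the handling control by limma, an ordinary F-test or Storey's q-value, but 3 were without the filter on dim probes, and 3 when signals had to be well above background on at least 50% of the arrays. Names of genes outside Table S1 were not used here, so other isoforms on the array could not be identified.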

Several Na^+^/K^+^/2 Cl^−^ cotransporters (NKCC's) and other solute carrier proteins and inward rectifier potassium channels displayed opposing transcriptional patterns at low versus at high salinities. Expressional changes and osmoregulatory function of these cellular components in gills, and particularly ionocytes, have been found in other studies in both freshwater and estuarine fishes (Marshall 2003; Wood 2011; Dymowska et al. 2012). Taken together, these data suggest that delta smelt may be able to effectively regain homeostasis at increased salinities without the upregulation of NKA transcription or activity, but perhaps via adjustments of other pathway components or mechanisms (Evans and Somero 2008). As an estuarine fish, delta smelt may have evolved alternate strategies to cope with rapid salinity fluctuations, potentially employing physiological mechanisms that offer faster responses to changing conditions (e.g., phosphorylation, maintaining higher constitutive protein levels; Kültz 2013). We did observe altered gene expression of kinases and phosphatases that are involved in post‐translational modification of proteins through phosphorylation and dephosphorylation to heighten or repress their activities, respectively. Phosphorylation of NKCCs in response to salinity stress has been observed in other species of euryhaline fishes (Flatman 2002; Flemmer et al. 2010), as well as other cellular components involved in both osmosensing signaling pathways and effector proteins (Evans and Somero 2008; Kültz 2015). These rapid mechanisms may be especially important for osmoregulators inhabiting estuarine environments such as delta smelt. As the application of high‐throughput molecular studies across a greater diversity of fishes continues to expand, it will provide further insight into the evolutionary and ecological contexts under which species employ differential physiological strategies such as cellular remodeling, transcriptional, and post‐translational mechanisms to cope with salinity stress.

Due to anthropogenic freshwater diversion in the SFE that results in higher salinity habitats, management emphasis is frequently focused on effects of hyperosmotic stress. However, our data also highlight the large‐scale transcriptomic changes delta smelt initiated to cope with freshwater osmoregulatory challenges, such as those endured during upstream spawning migration to freshwater. Despite the small absolute salinity change from LSZ conditions, freshwater reduces ion availability to very low levels, and freshwater fishes typically have high‐affinity ion‐uptake pumps to effectively cope with these environmental conditions. However, estuarine fishes do not necessarily possess these adaptations, and may need to make other physiological adjustments to maintain homeostasis (Marshall 2013). This is supported by delta smelt's upregulation of genes for enzymes and cotransporters related to solute transport at 0.4 ppt, as well as those involved in preventing pinocytosis. Similar transcriptional responses as well as intolerance to freshwater acclimation have been observed in killifish species that typically otherwise exhibit euryhaline capabilities (Whitehead et al. 2011; Patterson et al. 2012). While the specific costs of physiological adjustments to cope with freshwater in delta smelt are not yet clear, spawning is an energetically demanding activity in the absence of additional costs of migration or coping with environmental stress, re‐emphasizing the need for adequate energetic resources for successful reproduction and persistence in this largely annual species.

Identifying underlying physiological mechanisms and costs of environmental stress can help identify how and when we might expect organisms to suffer sublethal impacts or increased susceptibility to other stressors (Helmuth et al. 2005). In addition to behavioral and ecological studies quantifying biotic interactions, this information may be especially important when governing entities have an assortment of management ‘levers’ they can adjust to affect conservation or restoration efforts (e.g., reservoir releases or reducing water diversions to regulate river flows). For example, if the absence of delta smelt in high‐salinity waters was due solely to their inability to tolerate these conditions, a natural management focus would be to maintain suitable habitat within the tolerable salinity range. However, given that delta smelt actually possess the physiological ‘machinery’ to cope with conditions outside this range, but cofactors such as energetic costs may play critical roles limiting their performance, it may be beneficial to also focus efforts on other ecological factors (e.g., food resource supply and community structure). Shifts in phytoplankton and zooplankton communities in conjunction with increasing invasive species richness and abundance has greatly altered food web dynamics in the SFE (Cloern and Jassby 2012), emphasizing the importance of ecological interactions in understanding global change impacts on SFE native species (Haller et al. 2014; Lee et al. 2015). While inclusion of multiple stressors and ecological complexities is challenging, the absence of considering them may lead to ineffective management actions (e.g., population decline despite maintenance of the LSZ zone, due to inadequate food supply or adaptation of marine predators allowing them to expand into LSZ waters). Our work isolating the physiological mechanisms underpinning delta smelt's shorter‐term salinity stress responses lays the foundation for future studies investigating multiple stressors such as environmental stress and resource limitation, as well as longer‐term exposure effects.

## Conflict of interest

The authors declare no conflict of interest.

## Data archiving statement

Microarray data have been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih. gov/geo/) with the Accession no. GSE72772.

## Supporting information

**Figure S1.** Effects of exposure time and salinity in Experiment 2 (acute exposure, longer‐term duration) on delta smelt gill Na^+^/K^+^ ATPase enzyme activity (mean ± SEM for each salinity per exposure time point). Click here for additional data file.

**Figure S2.** Heat map of microarray genes in Experiment 1 (acute exposure, short‐term duration) with *q* ≤ 0.05 for main effect of salinity and the interaction of salinity x exposure time. Click here for additional data file.

**Table S1.** Genes represented by microarray probes of primary interest (differential expressionat *q* < 0.05 for salinity challenge main effect and salinity challenge x recovery time interaction).
**Table S2.** Over‐represented biological processes of genes significantly affected by main effect of salinity or salinity x exposure time interaction as determined by Blast2Go functional analyses (note: no biological processes were significantly under‐represented). Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

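Gill RNA from 70 fish of Experiment 1 was measured on single-color arrays with 36818 probes besides controls. The fish were 5 from before the experiment, 6 at each of 0, 18 and 42 h in the 2.3 ppt handling control, and 4 at each exposure time in 0.4, 6, 12 and 18 ppt, with 3 at 12 ppt at 18 h. Salinities and exposure times were taken from the sample labels, which round the salinities and count the hours from the start of the ramp. Experiment 2 was not analysed here.

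The authors extracted the intensity values of each array with Feature Extraction 11.5.1.1, which subtracted background within the array and did not normalize between arrays, per the file headers. The authors made the deposited log2 values by quantile normalization and log transformation, and the values show that each probe had been centered on its median over the arrays. Log2 of the quantile-normalized intensities, centered in the same way, correlated with that table at 0.9994 or above on every array. The authors' statistics were made in Genespring 12.6 and R.

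Here the processed signal was used. Probes with a signal of at least 100 on at least 50% of the arrays were kept, 14425 in all, and 2036 outlier spots were left out. Quantile normalization and a log2 transformation followed. Models were fitted with limma 3.58.1 in R 4.3.3, with 16 group means and moderated tests adjusted by the Benjamini-Hochberg method. The prior degrees of freedom were 3.39, the residual degrees of freedom 54, and the median residual SD 0.45 on the log2 scale. Salinity, exposure time and their interaction were tested as contrasts of the group means, averaged equally over the other factor, and each salinity was compared with 2.3 ppt overall and at each exposure time, and at 0 h with the pre-experiment fish. For named genes, the probes of Table S1 were averaged within each fish, and the adjustment covered 14250 genes and single probes. Genes whose probes did not pass the filter were fitted in a model without it.

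Ordination used vegan 2.7.1 with Bray-Curtis distances in 2 dimensions. Distances were tested by permutation of salinities within exposure times with 100000 permutations, and correlations of responses with 1000. Beyond the genes that the paper names, the 3 transcripts of Table S1 with the largest differences past the threshold at each salinity and the 3 with the smallest p for the interaction were named.

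Array medians from 12.9 to 131 and shares of probes well above background from 62% to 90.8% set the depth. When tested on simulated data, a change of 1 log2 unit was recovered in 79.5% of 200 probes for salinity and 43% for 18 ppt at 42 h, with 4.79% and 5.49% of the calls false. The simulated probes varied independently. In the real arrays, 1 main axis held 35.6% of the variance among fish of the same group, so these shares need not hold there. The alternatives were other background corrections and normalizations, other filters, the authors' values, blocks or covariates for slide, scan day, photomultiplier setting, brightness, replicate number and label letter, other tests and adjustments, and leaving out each fish in turn. Enrichment of biological processes was not repeated, since annotation for the background probes was not used here.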

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

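The test of the 12 ppt count at 0 h with array brightness as a covariate was chosen only after the result was seen, and the model with slide as a fixed block was added then too. Arrays were compared within groups of 4 to 6 fish by the gap between the extreme fish and its neighbor, divided by the range of the group, a comparison that picks out about 1 in 20 groups by chance. For array quality, 5 of 30 comparisons had a fish far from the others. The share of probes well above background was low for fish A1 of the pre-experiment group with 65.2% (others 81.4 to 87.9%), fish C2 of 2.3 ppt at 42 h with 70.8% (others 79.2 to 83.4%) and fish 3 of 12 ppt at 0 h with 62.9% (others 79.1 to 82.5%). The median signal was high for fish 2 of 6 ppt at 0 h with 91.6 (others 25.7 to 36.4) and fish 3 of 18 ppt at 0 h with 80.3 (others 26.1 to 35.3). On the main axis of the differences between fish of the same group, 2 of 15 groups had such a fish, fish C1 of 2.3 ppt at 0 h at -2.04 (others -0.12 to 0.91) and fish A2 of 2.3 ppt at 42 h at -1.34 (others 0.021 to 0.41). This axis followed array brightness over the 70 arrays, with a Spearman rho of 0.670, while slides of the same sizes drawn at random accounted for as much of its variance in 20 of 100 draws. Neither fish was set apart in median signal, with 40.6 for C1 (others 41.8 to 119) and 46.7 for A2 (others 29.2 to 58.8), so their positions on the axis stay unexplained. Without the bright array of fish 2 of 6 ppt at 0 h, the count at 6 ppt at 0 h was 1923 in place of 0 by limma, where 3626 probes had an unadjusted p under 0.05. Without fish C1 of 2.3 ppt at 0 h, that count was 1657, and the count at 12 ppt at 0 h was 2134 in place of 334. Differences among fish of a group in their biology were not tested.

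Among the named genes, 43 of 645 groups, or 6.67%, had a fish whose log2 value was far from the others, near the share that chance gives. In the pre-experiment group, such values were KCNJ16 in fish A3 (9.28, others 7.70 to 8.16) and PPP1R15B in fish B4 (6.88, others 7.25 to 7.35). CLDNA in fish 3 (7.59, others 9.07 to 9.24), FZD9a in fish 4 (9.10, others 9.47 to 9.51), ITPK1 in fish 3 (8.46, others 8.87 to 8.91), ZWILCH in fish 3 (5.86, others 6.83 to 6.99) and NOXA1 in fish 3 (10.73, others 9.64 to 9.78) stood apart in 0.4 ppt at 0 h. For 0.4 ppt at 18 h, these were PTAFR in fish 6 (7.48, others 7.07 to 7.13), FRRS1 in fish 1 (11.78, others 10.84 to 10.99), HYOU in fish 7 (9.55, others 8.60 to 8.75) and FOXA1 in fish 6 (7.24, others 7.73 to 7.78). In 0.4 ppt at 42 h, such values were SLC12A2 in fish 5 (7.54, others 6.20 to 6.30), FRRS1 in fish 1 (12.33, others 11.88 to 11.93), ITPK1 in fish 4 (8.73, others 7.80 to 7.92) and PRIM1 in fish 4 (7.42, others 7.87 to 7.93). SLC26A6 in fish C1 (9.94, others 11.35 to 12.17) stood apart in 2.3 ppt at 0 h. For 2.3 ppt at 18 h, these were CISH in fish B2 (10.04, others 8.17 to 8.74), SOCS2 in fish B2 (8.91, others 6.75 to 7.50), Gad1 in fish A1 (7.58, others 8.82 to 9.37), SLC12A2 in fish A3 (9.56, others 6.71 to 7.66), SLC26A6 in fish B2 (12.80, others 10.41 to 11.17), ATP1A1A.1 in fish B2 (10.15, others 8.80 to 9.13), PPP1R3CB in fish B2 (7.64, others 6.30 to 6.62) and COQ10A in fish B2 (9.08, others 6.21 to 7.17). In 2.3 ppt at 42 h, such values were SLC12A2 in fish A2 (8.21, others 7.25 to 7.60) and AQP3b in fish A2 (8.44, others 9.45 to 10.03). CLDNA in fish 4 (7.57, others 8.72 to 8.86) stood apart in 6 ppt at 0 h. For 6 ppt at 18 h, these were IL17a/f3 in fish 2 (8.98, others 7.06 to 7.24), SOCS3b in fish 2 (7.84, others 6.27 to 6.41) and PPP1R15B in fish 2 (7.90, others 7.27 to 7.38). In 6 ppt at 42 h, such values were KCNJ16 in fish 4 (9.07, others 8.50 to 8.57), PPP1R15B in fish 4 (7.61, others 7.40 to 7.43) and S100a11 in fish 2 (12.89, others 13.24 to 13.28). TNS1 in fish 1 (7.75, others 8.78 to 8.94) stood apart in 12 ppt at 0 h. For 12 ppt at 42 h, these were ITPK1 in fish 2 (8.78, others 7.82 to 7.96) and MPI in fish 4 (8.43, others 8.05 to 8.05). In 18 ppt at 0 h, such a value was NIPAL2 in fish 1 (7.59, others 8.73 to 8.86). FZD9a in fish 4 (9.68, others 9.05 to 9.14), PROM2 in fish 1 (7.54, others 7.25 to 7.28) and NIPAL2 in fish 2 (8.34, others 7.98 to 8.01) stood apart in 18 ppt at 18 h. For 18 ppt at 42 h, these were CLDNA in fish 1 (7.22, others 8.25 to 8.38), HYOU in fish 5 (10.54, others 9.02 to 9.11) and CYCSb in fish 5 (8.24, others 10.56 to 10.79). Several genes singled out the same fish: 6 genes did so for fish B2 of 2.3 ppt at 18 h, 4 for fish 3 of 0.4 ppt at 0 h and 3 for fish 2 of 6 ppt at 18 h. These genes were measured in the same tissue of the same fish, so they are not independent of one another. Without fish B2 of 2.3 ppt at 18 h, 277 probes differed by salinity, 50 by the interaction and 29 between 18 ppt and the handling control over all exposure times. None of these 3 fish was set apart in median signal, with 67.7 for B2 (others 44.2 to 84.7), 44.6 for fish 3 of 0.4 ppt at 0 h (others 44.7 to 94.3) and 85.8 for fish 2 of 6 ppt at 18 h (others 26.4 to 97.5). A mislabeled fish or a true difference between fish was not tested.

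For 4 of the named genes and transcripts, the difference from the handling control depended on exposure time by the interaction test of limma over all genes. They were COL6A2 with a q of 0.0358, S100a11 with 0.0131, smc2 (isotig26083) with 0.00772 and cenpo (isotig12459) with 0.0131. COL6A2 at 12 ppt was 1.76 at 0 h and -1.37 at 42 h, S100a11 was past the threshold at 42 h at 12 and 18 ppt and at no other single exposure time, and smc2 and cenpo rose at 12 ppt at 42 h. The count of interaction probes was above that of the other regroupings of the same fish except for 1 of 99 (2 of 100 with the real grouping included). Taken alone, this count is thus unlikely to come from chance in the draw of single fish. With slide as a fixed block the interaction count was 0 by limma, with 3639 probes at an unadjusted p under 0.05. A dependence of the response on exposure time stays open beside slide differences for these genes, and no test separated them gene by gene.

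A signal also appeared at probes outside the list of Table S1. Of the probes past a q of 0.05 here, 11 are not in that table, 9 for salinity and 2 for the interaction. The smallest q was 0.0204 among the 9, for a probe that fell by 0.50 at 0.4 ppt, and 0.0169 for both of the interaction. Each was past the threshold under between 1 and 9 of 14 alternatives, and none under every one. They make up 0.0794% of the probes outside Table S1, and they were not named because their annotation was not used here. Their q values lie close to the threshold, so that processing choices may decide their calls, as the salinity count of 57 with slide as a fixed block illustrates, and no biological explanation was tested.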

How the results depend on the processing

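The models with slide or scan day as a fixed block, those with array brightness as a covariate, and the gene values without the filter on dim probes were chosen only after the data had been seen. The other alternatives and the rules for naming genes were set before the data were examined. Counts are probes past a q of 0.05 by limma unless a test is named, those called salinity, exposure time and interaction are effects over the entire design, and those by salinity are differences from the handling control. For counts printed below, the cause of a change was not tested, except that a filter on every array leaves 3201 probes and so has fewer to call. The main counts were 269, 5215 and 11 for salinity, exposure time and the interaction. Every count not printed in this part stayed within 1.5 times its main value or at 0.

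A normexp background correction with an offset of 50, applied to the median spot and background signals because the mean signal is absent from the files used, gave 24 for the interaction, 4 for 0.4 ppt overall, 15 for 12 ppt overall (3 higher, 12 lower), 2 for 0.4 ppt at 18 h and 1 for 6 ppt at 42 h. This setting also gave 0 for 12 ppt at 18 h (1181 at an unadjusted p under 0.05) and 0 for 18 ppt at 0 h against the pre-experiment fish (448 at an unadjusted p under 0.05). A shift of each array to its 75th percentile in place of quantile normalization gave 39 for the interaction, 6 for 12 ppt overall (0 higher, 6 lower), 0 for 12 ppt at 18 h (669 at an unadjusted p under 0.05), 69 for 18 ppt at 42 h and 1 for 6 ppt at 0 h against the pre-experiment fish. The authors' deposited log2 values gave 5 for the interaction, 4 for 12 ppt overall (0 higher, 4 lower), 0 for 12 ppt at 18 h (722 at an unadjusted p under 0.05), 89 for 12 ppt at 42 h and 60 for 18 ppt at 42 h. With the same setting the values were 1 for 6 ppt at 0 h against the pre-experiment fish. The distances from the handling control under normexp were 0.48 at 0.4 ppt, 0.63 at 12 ppt and 0.69 at 18 ppt.

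Without the filter on dim probes, the counts were 179 for salinity, 3 for the interaction, 4 for 0.4 ppt overall, 4 for 12 ppt overall (0 higher, 4 lower) and 28 for 18 ppt overall (3 higher, 25 lower). Beyond these, it gave 51 for 6 ppt at 0 h, 538 for 12 ppt at 0 h, 0 for 12 ppt at 18 h (2308 at an unadjusted p under 0.05) and 87 for 12 ppt at 42 h. Further counts there were 36 for 18 ppt at 42 h, 1 for 2.3 ppt at 0 h against the pre-experiment fish and 5 for 6 ppt at 0 h against the pre-experiment fish. Requiring signals well above background on at least 50% of the arrays gave 1 for the interaction, 5 for 0.4 ppt overall, 5 for 12 ppt overall (0 higher, 5 lower), 3 for 0.4 ppt at 18 h and 660 for 12 ppt at 0 h. Other counts from it were 0 for 12 ppt at 18 h (1753 at an unadjusted p under 0.05), 48 for 18 ppt at 42 h (8 higher, 40 lower) and 3 for 6 ppt at 0 h against the pre-experiment fish. Requiring 100 on every array gave 56 for salinity, 988 for exposure time, 1 for 12 ppt overall (0 higher, 1 lower), 3 for 18 ppt overall and 4 for 0.4 ppt at 18 h. This setting also gave 142 for 12 ppt at 0 h, 0 for 12 ppt at 18 h (146 at an unadjusted p under 0.05), 13 for 12 ppt at 42 h and 0 for 18 ppt at 0 h (159 at an unadjusted p under 0.05). Further counts there were 0 for 18 ppt at 18 h (88 at an unadjusted p under 0.05), 8 for 18 ppt at 42 h, 4 for 0.4 ppt at 0 h against the pre-experiment fish, 30 for 12 ppt at 0 h against the pre-experiment fish and 0 for 18 ppt at 0 h against the pre-experiment fish (154 at an unadjusted p under 0.05). Keeping outlier spots gave 25 for the interaction and 2 for 12 ppt at 18 h (1 higher, 1 lower).

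Slide as a random block gave 39 for the interaction, 6 for 12 ppt overall (0 higher, 6 lower), 1436 for 12 ppt at 0 h, 0 for 12 ppt at 18 h (744 at an unadjusted p under 0.05) and 12 for 18 ppt at 0 h against the pre-experiment fish. The photomultiplier setting as a covariate gave 8 for 12 ppt overall (1 higher, 7 lower), 116 for 12 ppt at 0 h and 0 for 12 ppt at 18 h (894 at an unadjusted p under 0.05). The replicate number as a fixed block gave 6 for 0.4 ppt overall, 12 for 12 ppt overall (2 higher, 10 lower), 10 for 18 ppt overall, 147 for 12 ppt at 0 h and 3 for 12 ppt at 18 h (0 higher, 3 lower). With the same setting the values were 5 for 18 ppt at 42 h. The label letter as a random block gave 9 for 12 ppt overall (1 higher, 8 lower). Storey's q-value gave 444 for salinity, 113 for the interaction, 1611 for 12 ppt at 0 h and 33 for 18 ppt at 42 h. Leaving out the pre-experiment fish gave 10 for 12 ppt overall (2 higher, 8 lower), 3 for 0.4 ppt at 18 h and 0 for 12 ppt at 18 h (871 at an unadjusted p under 0.05). An additive model gave 148 for salinity and 4 for 12 ppt overall (0 higher, 4 lower). The photomultiplier setting also moved the number of probes that differed between the lettered sets of control fish from 0 to 1, with 614 at an unadjusted p under 0.05 without it. The consensus correlation within a block was 0.154 for slide and 0.00667 for label letter. The replicate numbers do not pair the fish: 480 pairs of fish with the same number correlated at a mean of 0.00497 after removal of group means, with 33.3% above 0.1, and 1811 pairs with different numbers at 5.45e-04, with 30.4% above 0.1.

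Slide as a fixed block gave 57 for salinity, 0 for the interaction (3639 at an unadjusted p under 0.05), 5 for 12 ppt overall (0 higher, 5 lower), 21 for 18 ppt overall and 3100 for 12 ppt at 0 h. Beyond these, it gave 0 for 12 ppt at 18 h (871 at an unadjusted p under 0.05), 89 for 12 ppt at 42 h and 2 for 2.3 ppt at 0 h against the pre-experiment fish. Scan day as a fixed block gave 22 for the interaction, 5 for 12 ppt overall (0 higher, 5 lower), 516 for 12 ppt at 0 h, 4 for 12 ppt at 18 h (2 higher, 2 lower) and 33 for 18 ppt at 42 h (6 higher, 27 lower). Array brightness as a covariate gave 475 for salinity, 18 for the interaction, 1 for 6 ppt overall, 74 for 12 ppt at 0 h (57 higher, 17 lower) and 7 for 12 ppt at 18 h (3 higher, 4 lower). Other counts from it were 15 for 18 ppt at 18 h, 77 for 18 ppt at 42 h (15 higher, 62 lower), 34 for 0.4 ppt at 0 h against the pre-experiment fish and 1 for 6 ppt at 0 h against the pre-experiment fish. Further counts there were 156 for 12 ppt at 0 h against the pre-experiment fish and 11 for 18 ppt at 0 h against the pre-experiment fish. With slide as a fixed block 40.4% of the salinity probes also differed by exposure time. Of the 269 salinity probes, 48 were shared with the slide model, 206 with the scan day model and 269 with the brightness model.

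Leaving out each fish in turn moved the counts for salinity from 152 without fish 1 of 0.4 ppt at 42 h to 461 without fish 1 of 18 ppt at 42 h, for the interaction from 3 without fish 3 of 12 ppt at 42 h to 116 without fish 7 of 18 ppt at 42 h and for 0.4 ppt overall from 0 to 29 without fish A1 of 2.3 ppt at 18 h. They ranged for 12 ppt overall from 4 without fish 2 of 12 ppt at 18 h to 21 without fish 5 of 18 ppt at 42 h, for 0.4 ppt at 18 h from 0 to 4 without fish C2 of 2.3 ppt at 42 h and for 6 ppt at 0 h from 0 to 1923 without fish 2 of 6 ppt at 0 h. The range was for 6 ppt at 42 h from 0 to 5 without fish 2 of 6 ppt at 42 h, for 12 ppt at 0 h from 59 without fish C2 of 2.3 ppt at 0 h to 3036 without fish 1 of 12 ppt at 0 h and for 12 ppt at 18 h from 0 without fish C1 of 2.3 ppt at 18 h to 12 without fish A1 of 2.3 ppt at 18 h. Counts moved for 12 ppt at 42 h from 61 without fish 3 of 12 ppt at 42 h to 203 without fish 5 of 18 ppt at 42 h, for 18 ppt at 0 h from 0 without fish 1 of 18 ppt at 0 h to 2 without fish B1 of 2.3 ppt at 0 h and for 18 ppt at 18 h from 2 without fish B2 of 2.3 ppt at 18 h to 11 without fish A3 of 2.3 ppt at 18 h. They also moved for 18 ppt at 42 h from 11 without fish 6 of 18 ppt at 42 h to 311 without fish 7 of 18 ppt at 42 h, for 0.4 ppt at 0 h against the pre-experiment fish from 19 without fish 2 of 0.4 ppt at 0 h to 68 without fish B2 of 2.3 ppt at 18 h and for 6 ppt at 0 h against the pre-experiment fish from 0 to 1 without fish A3 of 2.3 ppt at 42 h. They also moved for 12 ppt at 0 h against the pre-experiment fish from 56 without fish 1 of 12 ppt at 0 h to 168 without fish 3 of 12 ppt at 0 h and for 18 ppt at 0 h against the pre-experiment fish from 0 without fish B4 of the pre-experiment group to 16 without fish 1 of 18 ppt at 0 h. The normalization and the probes kept were those of all fish. The number of statements in the stated direction was 57 whichever fish was left out.

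The genes that passed the filter kept their direction under each normalization, covariate and block tried, and without the filter, while the other filters were tried on counts only. Differences reversed at a single exposure time for RGS4 at 12 ppt (0.038 at 0 h), TNS1 at 12 ppt (-0.18 at 18 h, -0.12 at 42 h) and at 18 ppt (-0.53 at 18 h), COL6A2 at 12 ppt (-1.37 at 42 h) and at 18 ppt (-0.53 at 42 h), COQ10A at 12 ppt (0.25 at 42 h) and zgc:92533 (isotig19364) at 12 ppt (0.068 at 42 h). Among the genes below the filter they did so, in the model without it, for SORD at 12 ppt (-0.0031 at 0 h, -0.47 at 18 h) and at 18 ppt (-0.32 at 0 h, -0.20 at 18 h) and for NPB at 12 ppt (0.13 at 42 h). For CYCSb at 12 ppt, probe 1 alone gave 0.071 and probe 4 alone gave 0.098 against a mean below 0. The cause was not tested, and of these only COL6A2 at 12 ppt was past the threshold at the time named. Of 74 differences of named genes, 5 were no longer past the threshold under normexp, 3 under the 75th percentile shift, 6 with the authors' values, 10 without the filter, 10 with the replicate number and 13 with slide as a fixed block. Tukey's honestly significant difference, which adjusts over groups and not over genes, put 31 further ones past its threshold and 47 statements in the stated direction, since by construction it corrects for fewer tests.

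Over all probes, the distance from the handling control was 0.38 at 0.4 ppt, 0.50 at 12 ppt and 0.46 at 18 ppt. Less the spread within groups it was 0.49 at 0.4 ppt and 0.67 at 12 ppt on the selected probes. The nMDS of the 70 fish had a stress of 0.0971. When a change of 1 log2 unit was simulated in 200 probes, 79.5% were recovered for salinity, 3.5% for the interaction, 80% for 18 ppt overall, 43% for 18 ppt at 42 h and 32% for 12 ppt at 18 h, and at 0.5 log2 units 23% were recovered for salinity and 0 by limma for the interaction. The simulated probes varied independently, so these shares need not hold for the real arrays. In such simulated data, few interaction probes are within reach at this number of fish. The 11 genes below the filter had signals under 100 on more than 50% of the arrays, and of these TNFRSF9 was not well above background on every array of the handling control it was compared with, while the other 10 were.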

Differences from the paper's values

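Of the alternatives compared here, only those with slide or scan day as a fixed block, with array brightness as a covariate and the gene values without the filter on dim probes were chosen after the values had been seen. For salinity at a q of 0.05, the paper's count was 622 and the count here was 269. The paper's counts are out of a total above the 14419 probes tested here and below the 36818 of the array. Its methods describe removing dim or rarely detected probes before normalization, so that total is probably what a filter left. Of the 697 probes of Table S1, 575 passed the filter used here, so the paper's filter was a different one. The counts compared in this part may thus not share a denominator. The paper reports 72 hybridizations with at least 4 fish per group, and 70 arrays were used here, with 3 fish in 12 ppt at 18 h. Of the alternatives set before the data were examined, Storey's q-value (444) and leaving out fish 1 of 18 ppt at 42 h (461) came within 1.5-fold of the paper's count. The others did not: normexp (245), the 75th percentile shift (215), the authors' deposited values (217), no filter (179), signals well above background (242), 100 on every array (56), outlier spots kept (275), slide as a random block (208), photomultiplier setting (277), replicate number (212), label letter (221), an ordinary F-test (266), no pre-experiment fish (200), an additive model (148) and the lowest count with 1 fish left out (152).

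For exposure time, the paper's count was 8615 and the count here was 5215. Values within 1.5-fold of the paper's, called near it from here on, came from no filter (6787), signals well above background (7158), Storey's q-value (7308) and highest with 1 fish left out (6224), and not from normexp (5029), 75th percentile shift (4789), authors' deposited values (4772), 100 on every array (988), outlier spots kept (5223), slide as a random block (5488), photomultiplier setting (5536), replicate number (5378), label letter (5107), ordinary F-test (5196), no pre-experiment fish (5120), additive model (4672), pre-experiment as a further time level (5133) and lowest with 1 fish left out (4760). For the interaction, the paper's count was 87 against 11 here. The alternatives near it were Storey's q-value (113) and highest with 1 fish left out (116), and those not near it were normexp (24), 75th percentile shift (39), authors' deposited values (5), no filter (3), signals well above background (1), 100 on every array (16), outlier spots kept (25), slide as a random block (39), photomultiplier setting (8), replicate number (8), label letter (11), ordinary F-test (11), no pre-experiment fish (11) and lowest with 1 fish left out (3).

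At a q under 0.1 for salinity or the interaction, the paper selected 1653 probes and 642 were found here. Near the paper's value was Storey's q-value (1531), and not normexp (657), 75th percentile shift (496), authors' deposited values (487), no filter (360), signals well above background (435), 100 on every array (126), outlier spots kept (647), slide as a random block (584), photomultiplier setting (608), replicate number (467), label letter (512), ordinary F-test (652) and no pre-experiment fish (497). The paper's stress of the nMDS was 0.0825 and that found here was 0.0496. With the 70 fish in place of the group means it was 0.0971, near the paper's, and with group means on the linear scale it was 0.0432, which was not. For probes changed by salinity and exposure time at a q of 0.01, the paper shows about 88 in Fig. 3, read by eye, and 44 were found here. Near it was Storey's q-value (67), and not normexp (35), 75th percentile shift (40), authors' deposited values (39), no filter (27), signals well above background (35), 100 on every array (7), outlier spots kept (50), slide as a random block (33), photomultiplier setting (47), replicate number (38), label letter (36), ordinary F-test (46) and no pre-experiment fish (33).

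All 57 tested statements with a direction had the direction that the paper gives, which had been read from these same fish, but only 18 were past the threshold over all genes here. Tukey's honestly significant difference, which the methods name, put 47 of the 57 past its threshold, and adjustment over the list alone 54. Other settings brought single differences past it: PROM2 at 18 ppt with normexp, MPI at 18 ppt, 42 h with the 75th percentile shift, MPI at 18 ppt, 42 h with the authors' deposited values, PROM2 at 18 ppt with slide as a random block, RGS4 at 0.4 ppt and ACADM at 0.4 ppt with the replicate number as a fixed block, KCNJ16 at 18 ppt and PROM2 at 18 ppt with array brightness as a covariate, a model chosen after seeing the values, RGS4 at 12 ppt, KCNJ16 at 18 ppt, PROM2 at 18 ppt and ATP1G1 at 18 ppt at 42 h alone, TNS1 at 12 ppt, COL6A2 at 12 ppt, THTPA at 12 ppt and ACADM at 12 ppt at 0 h alone, PROM2 at 18 ppt on its probe 1 alone. Leaving out 1 fish did so for RGS4 and ACADM at 0.4 ppt, KCNJ16, PROM2, ATP1G1, ITPK1 and COQ10A at 18 ppt and MPI at 18 ppt at 42 h. For genes below the filter, the model without it, chosen after seeing the values, called CCL39a at 0.4 ppt, CENPU at 12 ppt at 42 h and TNFRSF9 at 12 ppt at 0 h, the last with control values near background.

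The paper gives SORD as upregulated at 12 and 18 ppt, and over all exposure times it differed by 0.02 and 0.015 without the filter (adjusted p = 0.962 and 0.955 from limma), in 6 of 11 and 6 of 12 fish. The paper places the 0 h signature of every salinity well away from the pre-experiment position, whereas limma found 0 probes that differed from the pre-experiment fish at 0 h in 6 and 2.3 ppt, as did an ordinary F-test and Storey's q-value, with 266 and 1624 at an unadjusted p under 0.05, and the nMDS distance was 0.00958 at 6 ppt. The paper ranks the lower salinities as closest to the handling control. On the selected probes this held averaged over exposure times, while in the nMDS it failed at 0 h and at 18 h. Over all probes the distances were 0.38 at 0.4 ppt, 0.46 at 6 ppt, 0.50 at 12 ppt and 0.46 at 18 ppt (1-sided permutation test, p = 0.186). The paper counts 0.4 ppt among the salinities with the greatest changes, where limma found 0 probes past the threshold, as did an ordinary F-test and Storey's q-value, with 1477 at an unadjusted p under 0.05. Normexp gave 4 probes there, no filter 4, signals well above background 5, the replicate number 6 and leaving out fish A1 of the handling control at 18 h gave 29. The legend with the reversed axis gives a lower number as a higher transcription, and in the values used here a higher log2 value is a brighter spot.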

Other observations

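The test of the 12 ppt count at 0 h with array brightness as a covariate, and that of the salinity probes that stay with slide as a fixed block, were chosen only after the result was seen, as was the adjustment of the regroupings over all counts. Each count of probes was compared with the counts from regrouping the same fish at random. Taken one at a time, some counts are unlikely to come from chance in the draw of single fish. These are salinity (2 of 100 groupings as large, the real one included), exposure time (1 of 100) and the interaction (2 of 100). Over all exposure times, they are 12 ppt (1 of 100) and 18 ppt (3 of 100). At single exposure times, they are 12 ppt at 0 h (4 of 100), 12 ppt at 42 h (1 of 100) and 18 ppt at 18 h (4 of 100). Against the pre-experiment fish at 0 h, they are 0.4 ppt (1 of 100), 12 ppt (2 of 100) and 18 ppt (4 of 100). The last of these rests on 6 probes and was 0 by limma without fish 2 or fish 3 of 18 ppt at 0 h or fish B4 of the pre-experiment group, and that at 18 ppt at 18 h rests on 3. The 25 counts compared were not taken together, for which 100 groupings are too few: with no raw share below 0.01 possible, Benjamini-Hochberg adjustment gave 0.0625 even for exposure time, where no other grouping had more than 1361 probes. Chance cannot be excluded for 12 ppt at 18 h (14 of 84), 18 ppt at 0 h (8 of 100) and 18 ppt at 42 h (19 of 100). The highest count of another grouping was 3990 for salinity and 4987 for 12 ppt at 0 h. Besides the control, each salinity and exposure time has a single set of fish. Regrouping single fish therefore cannot exclude differences between containers. For the counts of 0 by limma, at 0.4 and 6 ppt overall and at each exposure time, at 2.3 and 6 ppt against the pre-experiment fish and between the lettered control sets, all 100 of 100 groupings were as large by construction. The unadjusted counts stand with those results, and the lettered sets had 614 probes at an unadjusted p under 0.05.

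The differences between fish of the same group had 1 main axis with 35.6% of their variance over 13736 probes. It correlated with array brightness over the 70 arrays at a Pearson r of 0.718 and a Spearman rho of 0.670 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give). Without the 2 arrays farthest in brightness, r was 0.694. Within scan days rho was 0.550 and 0.776, and within photomultiplier settings 0.744 and 0.592. Slide accounted for 28.5% of the axis, and random slides for as much in 20 of 100 draws, with a median of 23.6%. Most of the axis thus lay within slides, while a smaller contribution of slide is neither shown nor excluded. Compression of dim signals would tie the loadings to the mean signal, and their rho was 0.159 over probes, which are not independent. Brightness is a candidate explanation of this axis, and RNA quality or labeling behind the brightness was not tested.

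With brightness as a linear covariate, 475 probes differed by salinity and 4680 by exposure time, which argues against a linear effect of brightness as the whole cause of either. At 12 ppt at 0 h, the count was 74 with the covariate against 334 without it, with 59 probes in both. For these probes, this argues against a linear effect of brightness as the whole cause, while other forms of a brightness effect were not tested. The arrays of this group were dimmer than their controls, with a median of 38.4 against 69.2 over the array medians. As the count fell, brightness may still have contributed to that contrast. Brightness itself was associated with 8706 probes, slide with 2638, scan day with 1440 and photomultiplier setting with 767.

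With slide as a fixed block the salinity count was 57. In 44 of 100 random assignments of the arrays to slides of the same sizes the count fell as low, with a median of 65 and a range of 10 to 715, so that loss of precision from the block terms could account for the fall. Slide differences and salinity cannot be told apart for the probes that were lost, since slides hold few arrays of each salinity. Of the 57 probes, 48 were among the 269, which argues against slide as the whole cause for these. With scan day as a fixed block the count was 225, which argues against scan day as its source.

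The labels give the 2.3 ppt fish letters that may stand for containers. The sets with different letters differed at 614 probes at an unadjusted p under 0.05, and at 0 after adjustment by limma, with 100 of 100 regroupings as large. Since each other salinity and exposure time has a single set, containers and salinity cannot be told apart from these values. The meaning of the letters is not given in the paper's methods as read here.

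Handling and the time of the salinity ramp are shared by all salinities at 0 h. The change from the pre-experiment fish to 0 h in the handling control correlated with the mean change at the other salinities at a mean r of 0.0303 over probes, from -0.253 to 0.178 over 10 splits of the pre-experiment fish, and with so few fish per split a shared response cannot be told apart from none. Probes differing between 42 and 18 h, a day apart, numbered 2032 against 1029 between 18 and 0 h, which argues against clock time as the source of the changes with exposure time.

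Across probes, with separate control fish, the differences at 12 and 18 ppt correlated at an r of 0.286 and those at 0.4 and 18 ppt at 0.0347. Permuted salinities gave medians of 0.245 and 0.261, so a shared response to raised salinity, or opposite responses to lowered and raised salinity, cannot be told apart from none by these values. The permutation p of the larger distances at 12 and 18 ppt over all probes was 0.186, and 0.131 with brightness as a covariate, so chance could account for the order of the distances over all probes.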
